# Lamivudine modulates the expression of neurological impairment-related genes and LINE-1 retrotransposons in brain tissues of a Down syndrome mouse model

**DOI:** 10.3389/fnagi.2024.1386944

**Published:** 2024-07-19

**Authors:** Alessandra Borgognone, Maria Casadellà, María Martínez de Lagrán, Roger Paredes, Bonaventura Clotet, Mara Dierssen, Aleix Elizalde-Torrent

**Keywords:** LINE-1 retrotransposon, lamivudine, down syndrome, early senescence, cerebral cortex, hippocampus, transcriptomic profile

## Abstract

Elevated activity of retrotransposons is increasingly recognized to be implicated in a wide range of neurodegenerative and neurodevelopmental diseases, including Down syndrome (DS), which is the most common chromosomal condition causing intellectual disability globally. Previous research by our group has revealed that treatment with lamivudine, a reverse transcriptase inhibitor, improved neurobehavioral phenotypes and completely rescued hippocampal-dependent recognition memory in a DS mouse model, Ts65Dn. We hypothesized that retrotransposition rates would increase in the Ts65Dn mouse model, and lamivudine could block retrotransposons. We analyzed the differentially expressed long interspersed element-1 (LINE-1 or L1) mapping on MMU16 and 17, and showed for the first time that retrotransposition could be associated with Ts65Dn’s pathology, as misregulation of L1 was found in brain tissues associated with trisomy. In the cerebral cortex, 6 out of 26 upregulated L1s in trisomic treated mice were located in the telomeric region of MMU16 near *Ttc3*, *Kcnj6*, and *Dscam* genes. In the hippocampus, one upregulated L1 element in trisomic treated mice was located near the *Fgd4* gene on MMU16. Moreover, two downregulated L1s rescued after treatment with lamivudine were located in the intronic region of *Nrxn1* (MMU17) and *Snhg14* (MMU7), implicated in a variety of neurodegenerative disorders. To gain further insight into the mechanism of this improvement, we here analyzed the gene expression profile in the hippocampus and cerebral cortex of trisomic mice treated and no-treated with lamivudine compared to their wild-type littermates. We found that treatment with lamivudine rescued the expression of 24% of trisomic genes in the cortex (located on mouse chromosome (MMU) 16 and 17) and 15% in the hippocampus (located in the human chromosome 21 orthologous regions), with important DS candidate genes such as *App* and *Ets2*, rescued in both regions.

## 1 Introduction

Transposable elements (TEs) are mobile DNA sequences capable of integrating into the genome at a new site within the cell of its origin. Long interspersed element-1 (LINE-1, or L1) is the most successful transposable element family in human and constitutes ∼17% of the human genome (Lander et al., 2001). L1 elements are the only active autonomous retrotransposons in the human genome that encode the necessary “machinery” for their own mobilization. Studies have shown that during *in vitro* senescence, LINEs become de-repressed and start actively transposing, leading to higher levels of expression of L1 elements (De Cecco et al., 2019). Elevated retrotransposition rates have also been associated with several neurodegenerative conditions, including Alzheimer’s disease (AD), frontotemporal dementia, prion disease, and developmental disorders such as Rett’s syndrome, autism, or fragile X syndrome (Li et al., 2012), and has been suggested as a therapeutic target for premature aging. L1 copy numbers have been found to be dysregulated in patients with Rett syndrome (Muotri et al., 2010) and *Mecp2* knockout mice, a model of Rett syndrome (Lee et al., 2020). Moreover, L1 insertions are observed during neurogenesis, which is altered in Down syndrome (DS) mouse models (Pons-Espinal et al., 2013; Sierra et al., 2024) and mature neurons (Coufal et al., 2009; Macia et al., 2017). However, the comprehensive relationship between L1 and DS-associated brain alterations has not yet been investigated. DS is the most prevalent genetic disorder associated with moderate to severe intellectual disability due to a total or partial trisomy of the autosomal chromosome 21 (HAS21). DS is also recognized as a genetic form of AD (Dierssen, 2012) and is classified as a genetic progeroid syndrome in part due to the intriguing observation that the biological age of adults with DS consistently exceeds their chronological age by an average of 18.4 to 19.1 years throughout their lifespan (Murray et al., 2023). Notably, the early accumulation of L1 is a shared feature in both typical and atypical human progeroid syndromes (Della Valle et al., 2022).

Preclinical studies have shown that lamivudine [(−)-L-2′,3′-dideoxy-3′-thiacytidine (3TC)] improves cognition in senescence-accelerated prone 8 (SAMP8) mice (Li et al., 2021), and attenuates the progression of tauopathy upon the first symptoms of neuropathology in a mutant Tau transgenic mouse model (Vallés-Saiz et al., 2023). We postulate that the dysregulation of L1 elements contributes to genome instability, a hallmark of senescence and aging cells in DS, and may also affect gene expression. Treatment with lamivudine in the context of DS would help correcting these alterations. This hypothesis also stems from our previous research that has compellingly demonstrated that treatment with lamivudine mitigates DS-associated phenotypes in mice with the Ts65Dn mutation (Martinez de Lagran et al., 2022). Specifically, trisomy 21 mainly affects hippocampal-dependent cognitive function, recapitulated also in trisomic mice, and converging evidence suggests the hippocampus as a hub for dynamic TE expression and regulation. Importantly, lamivudine rescued both hippocampal and cerebral cortex-dependent phenotypes. Thus, our current work aims to analyze the gene expression profiles and L1 expression in the hippocampus and cerebral cortex of trisomic mice, both those that have received treatment with lamivudine and those that have not, as well as in wild-type littermates.

## 2 Methods

### 2.1 Animal models

Trisomic (Ts65Dn, TS) mice were obtained by crossing B6EiC4Sn.BLiA-Ts (1716) 65Dn/DnJ females with C57BL/6 × 6JolaHsd (B6C3F1/OlaHsd) hybrid males. The offspring was genotyped, and ∼25% had trisomy. Wild-type (WT) littermates were used as controls. After weaning, male mice were group-housed with three to four animals per cage in conventional 12:12 light cycle, controlled environmental conditions of humidity (50–70%) and temperature (21 ± 1°C), with water and standard rodent chow available *ad lib.* Experiments were conducted using 3–4 month-old male mice.

All experiments adhered to the principle of the “Three Rs”: replacement, reduction, and refinement, as outlined in Directive 63/2010 and its implementation in Member States. The study was conducted according to the guidelines of the local (law 32/2007) and European regulations (2010/63/EU) and the Standards for Use of Laboratory Animals no. A5388-01 (NIH) and was approved by the Ethics Committee of Parc de Recerca Biomèdica [Comité Ético de Experimentación Animal del PRBB (CEEA-PRBB); MDS18-0031]. Reporting followed the ARRIVE (Animal Research: Reporting of *In Vivo* Experiments) guidelines, with the modifications suggested by the Trisomy 21 Research Society for work with DS mouse models. The CRG is authorized to work with genetically modified organisms (A/ES/05/I-13 and A/ES/05/14). For all experiments, the experimenters were blinded to the genotype. The sample size was determined based on previous RNAseq studies that demonstrated sufficient statistical power.

### 2.2 Experimental design

The tissues for the RNA seq experiments were obtained from a previous experiment already published (Martinez de Lagran et al., 2022). Briefly, TS and WT mice were assigned to either control conditions or to receive lamivudine 3 mg/kg (Epivir, 10 mg/mL, oral solution) in the drinking water, using simple randomization. 13 TS and 17 WT mice were treated with lamivudine, while 9 TS and 9 WT mice were used as the control group and received water. The treatment lasted for 4 months. We first analyzed differentially expressed long interspersed element-1 (LINE-1 or L1) mapping on MMU16 and 17, and possible misregulation of L1 in the studied tissues in the two different genotypes [trisomic (TS) or wild type (WT)]. We also conducted an analysis to determine the effect of lamivudine treatment on the mouse brain transcriptome. Our goal was to identify differentially expressed genes (DEGs) across different conditions (genotype and treatment). We obtained datasets from RNAseq experiments (total RNA for bulk transcriptome sequencing) from two different brain regions - hippocampus (HC) and cerebral cortex (CX) - for a total of 94 samples (sample size for each comparison group and tissue is shown in Figure 1).

**Figure 1:**
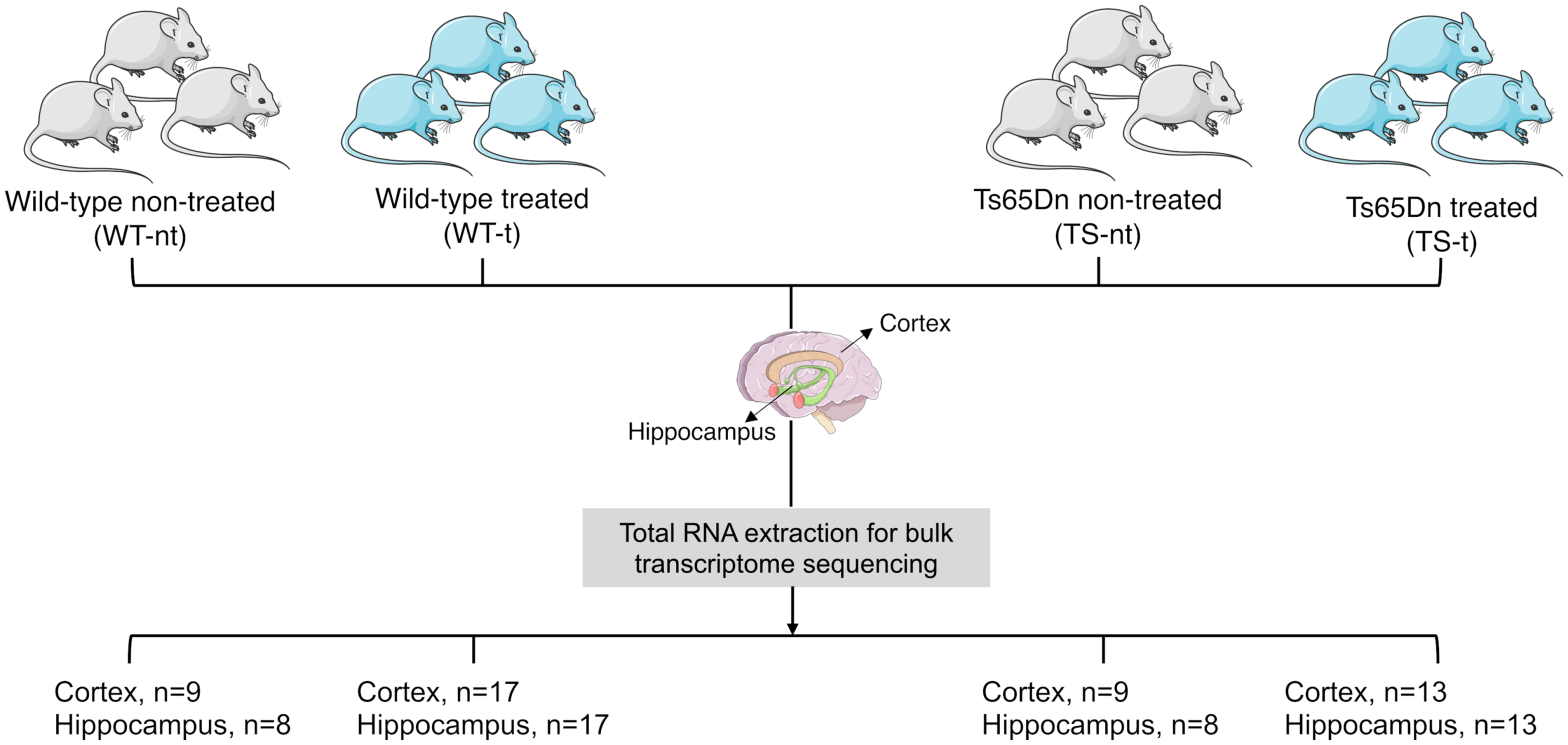
Study design and sample availability per mice group: treated (−t) or non-treated (−nt).

### 2.3 RNA extraction

After the behavioral analysis, mice were sacrificed, and their cortices and hippocampi were dissected and frozen at −80°C. The samples were kept in dry ice or cold conditions as much as possible to preserve RNA integrity during the extraction process. To normalize the efficiency of tissue RNA extraction, frozen samples were weighed. Since the cortices were larger than the hippocampi, three parts of each cortex were used to ensure that all tissue fractions had approximately the same size and weight. Tissue was disrupted using TissueLyser, in a tube containing one 3 mm tungsten bead (Qiagen, Hilden, Germany) and 400ul of buffer RLT (Qiagen). The program used was 30 Hz for 30 s, 1 min stopped, and 25 Hz for 30 s more. Then, tubes were centrifuged at full speed for 3 min, followed by the RNeasy Plus Mini Kit protocol (Qiagen). Finally, we pooled samples in groups of three per condition and analyzed the RNA quality and concentration using the RNA 6000 Pico Kit (Agilent) in a Bioanalyzer equipment (Agilent). The RNA was frozen and kept at −80°C until it was sent to Macrogen (South Korea) for sequencing.

### 2.4 Bulk RNA sequencing and analysis of transcriptome data

Sequencing libraries were prepared by Macrogen using the Truseq Stranded Total RNA Library with Ribo-Zero Gold Kit (Illumina). This kit is designed to remove cytoplasmic and mitochondrial ribosomal RNA from samples while maintaining the strandedness of transcripts. The libraries were sequenced on a NovaSeq6000 platform (Illumina). The aim was to generate ∼ 100 M 150-BP paired-end reads per sample. After sequencing, Illumina adapters were removed and raw reads were trimmed for quality using *Trimmomatic v0.38* (Bolger et al., 2014) (ribosomal sequence were removed and % of bases with Phred score > 30 were discarded). A mean untrimmed read depth of ∼ 110 million reads/sample was yielded. Trimmed reads were then aligned to the mouse reference genome (GrCM38/mm10) using HISAT2 v2.1.0 (Kim et al., 2015) with recommended parameters, allowing up to 5 alignments per read (*−k 5*). For gene and transcript quantification, the aligned reads were assembled using StringTie v2.1.3b (Pertea et al., 2015). The locus-specific quantification of transposable elements (TE) expression was performed using Telescope (Bendall et al., 2019). Elements assigned to L1 sequences in the annotation were subsetted for further analysis. L1 elements of interest were visualized by the Integrative Genomics Viewer (IGV) (Thorvaldsdottir et al., 2013). The bioinformatic workflow for gene and TE transcriptome analysis is outlined in Supplementary Figure S1. All statistical tests were performed using the R software version 4.1.2 unless otherwise described.

### 2.5 Differential gene expression and functional enrichment analysis

Normalization and differential expression analysis between groups were performed using DESeq2 (Love et al., 2014), in R that utilizes a negative binomial model and Wald test. Genes and L1 elements having an adjusted *p*-value of ≤0.1 were considered differentially expressed, unless stated otherwise. Normalized counts extracted from DESeq2 were used for all statistical analyses. Gene Ontology (GO) and KEGG enrichment analysis (biological processes, cellular components, and molecular functions of potential targets) were performed with the clusterProfiler (Yu et al., 2012) R package. KEGG metabolic pathways were annotated based on the Kyoto Encyclopedia of Genes and Genomes (KEGG) databases^1^ and used for additional enrichment analyses. A raw *p*-value <0.05 and log2|fc| > =1.5 threshold was used to increase the number of elements (genes and LINE1s) in the differential expression analysis for the purpose of identifying potential candidate genes in a given comparison.

### 2.6 Protein–protein interaction (PPI) network construction

To explore the functional significance of the differentially expressed rescued genes (set of genes found differentially expressed exclusively in the comparison between TS-nt and WT-nt but not between TS-t and WT-nt mice after treatment with lamivudine), protein–protein interaction network was built using String 12.0.^2^ Active interaction sources, including experiments, databases, and co-expression as well as species limited to *Mus musculus*, an interaction score > 0.4, and hiding of disconnected nodes were applied in designed settings to construct the PPI networks.

### 2.7 Recognition memory measures

The mice used in the present study had undergone a Novel Object Recognition (NOR) test to evaluate the effects of lamivudine treatment on their recognition memory (Martinez de Lagran et al., 2022). To measure the mice’s performance in the test, a discrimination index (DI) was used. This index was calculated as [(time exploring the novel object – time exploring the familiar object)/total time of exploration] * 100 [see detailed methods in Martinez de Lagran et al. (2022)] at the end of a 4-month treatment with lamivudine (DI_4M) and as DI_4M – DI_baseline (delta DI). Higher DI values indicate better recognition memory performance (more time spent on the novel object). The results of this test were used to establish possible correlations with transcriptomic data.

Based on their performance in the NOR test, mice were classified as “good” [delta DI or DI_4M ≥ group mean + 3 standard error of mean (SEM)], “poor” (delta DI or DI_4M ≤ group mean – 3 SEM), and the remaining “intermediate” learners. Spearman’s correlation test was applied using the R ‘stat_cor’ and ‘lm’ functions to analyze associations between DI and rescued gene expression.

## 3 Results

After quality control and trimming, an average of 109,789,359 (±7,394,244) reads per sample were obtained. The principal component analysis of all comparison groups, based on gene expression (normalized counts) in both cortex and hippocampus, showed that samples did not clustered based on Treatment and Genotype (Supplementary Figure S2). All samples were kept in the analysis since the overall results were not affected by the removal of any outlier samples.

### 3.1 Trisomy leads to tissue-specific transcriptomic deregulation

In the comparison of genotype effects (TS-nt vs. WT-nt, adjusted *p*-value <0.1), we found 155 differentially expressed genes (DEGs) in the cortex (123 up- and 32 downregulated in TS-nt) and 315 DEGs in the hippocampus (226 up- and 89 downregulated in TS-nt) (Supplementary Table S1). Since DS is caused by the trisomy of HSA21, we sought to analyze the mouse chromosomal distribution of DEGs (TS-nt vs. WT-nt) that mapped to their human orthologs in both cortex and hippocampus (trisomic genes orthologous to HSA21 are located in mouse chromosome MMU 10, 16 and 17). We observed that the highest portion of DEGs, mostly upregulated, from comparison pairs TS-nt vs. WT-nt, were located on chromosomes MMU16 and 17 (Figure 2A and Supplementary Table S1). Also, we identified a genome-wide transcriptomic deregulation confirming our previous results (De Toma et al., 2021).

**Figure 2:**
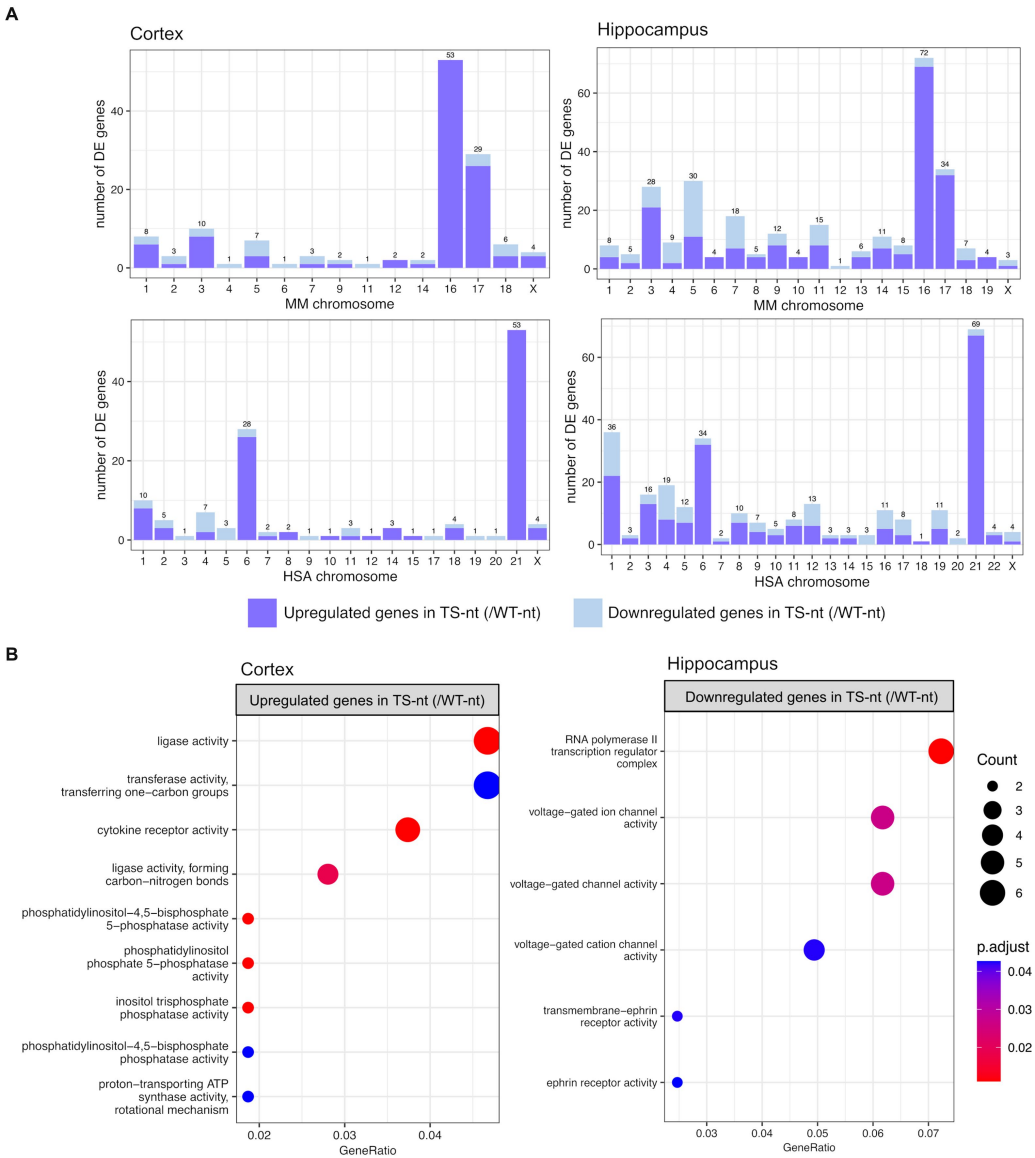
Chromosome mapping and gene ontology (GO) enrichment analysis for genotype effect (TS-nt vs. WT-nt). **(A)** Barplot for the number of differentially expressed genes per mouse chromosome mapping to their human orthologs identified in the cortex and hippocampus. **(B)** Enriched GO terms for upregulated genes in the cortex and downregulated genes in the hippocampus from the comparison between TS-nt vs. WT-nt mice. The dot size represents the number of genes. The color indicates the FDR value. A list of enriched GO terms and associated genes is provided in Supplementary Table S1.

Gene enrichment analysis for upregulated genes in the cortex of TS-nt (vs. WT-nt) mice displayed functions mostly related to ligase activity, phosphatidylinositol, inositol phosphatase, and cytokine receptor activities (Figure 2B and Supplementary Figure S3 and Supplementary Table S1). Downregulated genes in the hippocampus of TS-nt (vs. WT-nt) mice were enriched in functions related to ion channel activity and ephrin receptor (Figure 2B and Supplementary Figure S3 and Supplementary Table S1). However, no enriched GO functions were identified for downregulated genes in the cortex nor for upregulated genes in the hippocampus in the comparison between TS-nt and WT-nt mice.

### 3.2 Transcriptional profiling of LINE-1 retrotransposons

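RNA from the cortex and hippocampus of wild-type (WT) and Ts65Dn (TS) mice, treated with lamivudine (-t) or non-treated (-nt), was sequenced by the authors, and the reads counted on each L1 element were analyzed here. Ts65Dn is a mouse model of Down syndrome with an extra copy of parts of MMU16 and MMU17, and lamivudine is an inhibitor of reverse transcriptase. The 94 libraries were 48 from cortex, of 9 WT-nt, 17 WT-t, 9 TS-nt and 13 TS-t mice, and 46 from hippocampus, of 8, 17, 8 and 13 mice in the same order. After trimming, the authors aligned reads to GRCm38/mm10 with HISAT2, allowing up to 5 alignments per read, and counted them with Telescope, which assigns a read with several alignments to the most probable copy of a transposable element. The counts were whole numbers and had not been normalized. Between 186545 and 1165192 reads per cortex library were counted on L1 elements, with a median of 323416. In hippocampus the L1 counts per library were between 178454 and 403378, with a median of 259745. The medians of the WT-nt, WT-t, TS-nt and TS-t groups were 326153, 322736, 305173 and 335492 in cortex and 265231.5, 259142, 263184.5 and 260220 in hippocampus. These counts were spread over many elements, since a library had a count on a median of 48268 elements in cortex and 35933.5 in hippocampus.

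The table holds 430083 elements, of which 5416 in cortex and 4238 in hippocampus had enough counts to be tested (edgeR's filterByExpr filter with its default settings). The elements tested held 50.0% of the L1 counts in cortex and 56.1% in hippocampus. Counts were normalized with edgeR's TMM factors, and groups were compared with edgeR's quasi-likelihood test, with the 4 groups of a tissue in a single model. L1s with a Benjamini-Hochberg adjusted p-value below 0.1, the threshold of the paper, were called differentially expressed (DE). The coefficient of variation between mice of a group, common to the elements tested, was 0.744 in cortex and 0.622 in hippocampus. In simulated counts with these depths, group sizes and spread, the test recovered between 51% and 79% of 4-fold changes and between 8% and 25% of 2-fold changes, so that a small change of a single element was mostly not detectable at this depth.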

To gain an overall understanding of potential changes in the transcriptional activity of L1s, we quantified and compared the expression of L1 elements in the different experimental conditions using the bioinformatics tool Telescope (see Methods). 

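Normalized L1 counts of the elements tested were transformed to log2 CPM (counts scaled to the size of the library, with a prior count of 2) and their principal components were computed for each tissue. In cortex, the first component held 20.2% of the variance and the second 5.55%. In hippocampus, they held 8.20% and 4.14%. Of the cortex libraries, 8 lay more than 3 median absolute deviations from the median of the first component, namely 4 of WT-t, 2 of TS-t, 1 of TS-nt and 1 of WT-nt mice, and no hippocampus library did. The groups were compared pairwise with an exact two-sided permutation test of the pseudo-F statistic, the ratio of the distances between groups to those within groups. For TS-nt vs. WT-nt, pseudo-F was 1.02 in cortex (exact permutation p = 0.370, n = 9 and 9) and 1.10 in hippocampus (exact permutation p = 0.141, n = 8 and 8). For TS-t vs. WT-nt, it was 0.961 in cortex (exact permutation p = 0.477) and 1.03 in hippocampus (exact permutation p = 0.303). The treatment gave a pseudo-F of 0.998 in cortex of TS mice (exact permutation p = 0.429), 0.785 in cortex of WT mice (p = 0.809), 0.978 in hippocampus of TS mice (p = 0.473) and 1.06 in hippocampus of WT mice (p = 0.181). The smallest of these 8 p-values was 0.546 after adjustment over the 8 comparisons. Under the alternatives, the smallest p-value was 0.0828, for TS-nt vs. WT-nt in hippocampus with only the 500 elements with the largest variance, which was 0.614 after adjustment.

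The position of a library on the first component was related to its L1 total and to the number of L1 elements with a count in it. For the L1 total, Spearman's rho was 0.474 in cortex (permutation p = 0.00064) and 0.759 in hippocampus (permutation p = 1e-05). The number of elements gave a higher rho in cortex and a lower one in hippocampus. For it, over the 48 cortex libraries, Pearson's r was 0.493 (permutation p = 0.00738) and Spearman's rho 0.883 (permutation p = 1e-05, the smallest that 100000 permutations allow). Without the 2 libraries farthest from the median, r was 0.598 and rho 0.867. Over the 46 hippocampus libraries, r was 0.736 and rho 0.698 (permutation p = 1e-05 for each), and r was 0.743 and rho 0.663 without the 2 farthest. After adjustment over the 2 tissues, the p-values were 0.00738 for r in cortex, 2e-05 for r in hippocampus and 1e-05 for rho in each. Animal labels begin with 18, 19 or 20, and those of all non-treated mice with 20. Within the libraries of mice with the same beginning of the label, rho in cortex was 0.964 (n = 7, exact permutation p = 0.00278), 0.916 (n = 12, permutation p = 0.00013) and 0.839 (n = 29, permutation p = 1e-05) for 18, 19 and 20, and r was 0.901 (exact permutation p = 0.00139), 0.833 (permutation p = 9e-05) and 0.224 (permutation p = 0.135), so that r did not show the relation for 20. In hippocampus, rho was 0.679 (n = 7, exact permutation p = 0.110) and 0.805 (n = 27, permutation p = 1e-05) for 18 and 20, and the relation did not hold for 19, with -0.035 (n = 12, permutation p = 0.922). The values of r there were 0.851 (exact permutation p = 0.0163), 0.795 (permutation p = 1e-05) and 0.170 (permutation p = 0.651) for 18, 20 and 19.

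**Figure D1:**
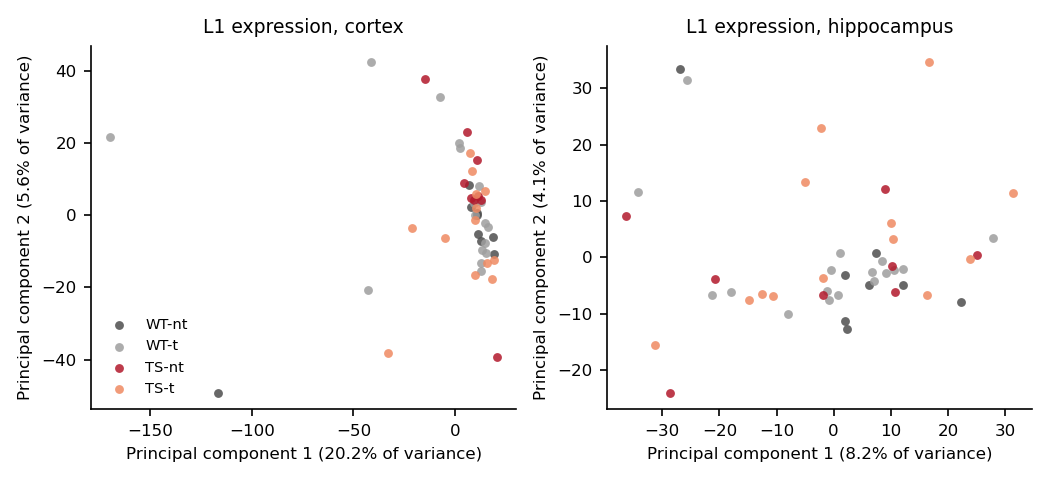
Position of each library on principal components 1 and 2 of log2 CPM of the L1 elements tested, in cortex (48 libraries) and hippocampus (46 libraries), coloured by group. The 4 groups overlap in both tissues, and 8 cortex libraries lie far from the others along component 1.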

The Principal Component Analysis performed on normalized L1 counts did not show a clear clustering (Supplementary Figure S4A), similarly to what observed in gene expression (Supplementary Figure S2). We then compared the proportion of L1 transcripts by counting RNA-seq reads mapped on L1 elements over total transcriptome reads for each sample. We found no significant difference in the proportion of L1 transcript over total RNA counts between groups in any of the two tissue types (Supplementary Figure S4B).

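The total number of transcriptome reads per library was not used here, so the numerator of this proportion, the sum of L1 counts of a library, was compared instead. The L1 total therefore also moves with the depth to which a library was sequenced. In cortex, it was 412716 ± 283408 (SD, n = 9) in WT-nt, 313686 ± 51474 (SD, n = 17) in WT-t, 344970 ± 158704 (SD, n = 9) in TS-nt and 350665 ± 99945 (SD, n = 13) in TS-t mice. In hippocampus, it was 268188 ± 18184 (SD, n = 8), 252075 ± 41280 (SD, n = 17), 266395 ± 66408 (SD, n = 8) and 277755 ± 38500 (SD, n = 13), in the same order. Each pair of groups was compared with a two-sided permutation test of the difference in means, exact for all pairs but TS-t vs. WT-t. For TS-nt vs. WT-nt, the means differed by -67746 counts in cortex (exact permutation p = 0.491) and by -1793 counts in hippocampus (exact permutation p = 0.954). The smallest p-value of the 12 comparisons was 0.0934, for TS-t vs. WT-t in hippocampus (permutation test), and all 12 were 0.772 or higher after adjustment over the 12. A single library raised the WT-nt mean in cortex, that of mouse 24 with 1165192 counts. Without it and the 7 other libraries far along the first component, the WT-nt mean was 318657 ± 28190 (SD, n = 8), and the difference for TS-nt vs. WT-nt had the opposite sign, 35841 counts (exact permutation p = 0.932). That sign rested on a TS-nt library, that of mouse 27 with 763030 counts, and without it as well, a choice made after the values were seen, the difference was -22521 counts (exact permutation p = 0.136).

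**Figure D2:**
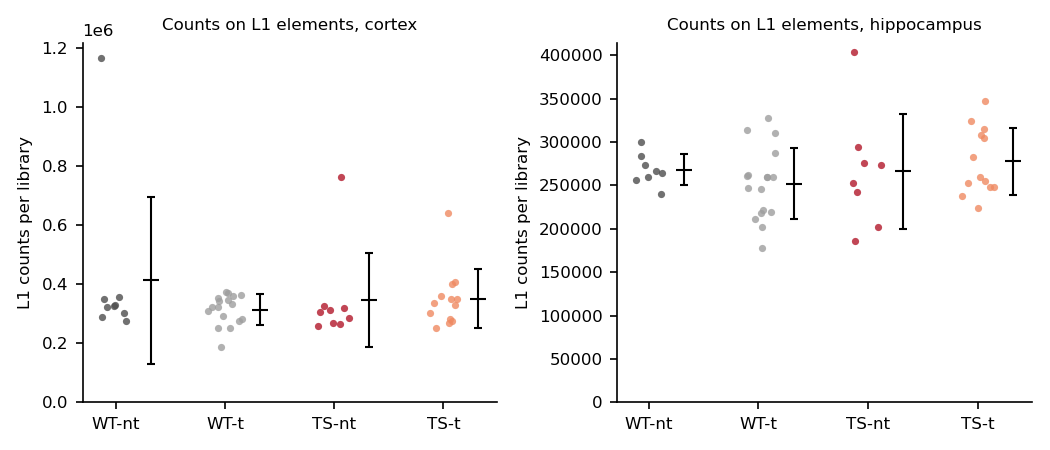
Sum of L1 counts of each library, by group, in cortex and hippocampus; points are libraries, and bars show the mean and SD. In cortex, mouse 24 in WT-nt and mouse 27 in TS-nt, with 1165192 and 763030 counts, lie above all the others of their group.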

To assess the impact of genotype on L1 transcription in the cortex and hippocampus, we conducted differential expression analyses between TS-nt vs. WT-nt mice. 

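In cortex, the quasi-likelihood test called 0 of 5416 L1s in TS-nt vs. WT-nt, with a smallest adjusted p-value of 0.999. At an unadjusted p-value below 0.05 there were 82 L1s. Uniform p-values would give 270.8, but those of this test are not uniform without a difference. Over 100 assignments of the mice to the groups, random except for the real assignment, the median was 68. DESeq2 with a Wald test, the tool named in the paper, was run on the elements that passed edgeR's filter. These held 6 of the 9 L1s that the paper lists for this comparison in cortex. It likewise called 0 L1s in cortex, both with the 4 groups in the model and with only the 2 groups compared. In hippocampus, edgeR called 3 of 4238 L1s, all upregulated in TS-nt mice, with 171 at an unadjusted p-value below 0.05, where such assignments gave a median of 119. These were L1Md_F2_dup59906, L1_Mm_dup4871 and Lx_dup7185, each with an adjusted p-value of 0.0851. DESeq2 called 3 L1s in hippocampus with the 4 groups in the model and 5 with only 2. Weaker filters on low counts moved these counts: with every element of at least 10 counts in total, edgeR called 38700 L1s in cortex and 18265 in hippocampus, and without a filter 47277 and 0. With the mice reassigned to groups at random under the filter of 10 counts, 5 random assignments gave between 10790 and 62762 calls in cortex and between 16363 and 23799 in hippocampus.

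Lx_dup7185 is not listed by the paper, and its call rested on few counts. In hippocampus it had 2.50 ± 7.08 CPM (SD, n = 8) in WT-nt and 63.7 ± 47.7 CPM (SD, n = 8) in TS-nt mice (exact permutation p = 0.00264), a log2 fold change of 4.27 (standard error 1.01). The WT-nt libraries held 3 counts in total, all of them in a single library, and the TS-nt libraries 77 counts in 7 of 8. WT-t mice did not share the low level of the WT-nt mice, with 45.3 ± 52.9 CPM (SD, n = 17).

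Table S2 lists 15 pairs of element and tissue for this comparison. Of these, 12 passed the filter, all 12 had the direction given in the paper, and 10 had an unadjusted p-value below 0.05. Adjusted over all elements tested, 2 were called, and all 12 were called when adjusted over the list alone, which is not independent evidence because the list was chosen on these samples. The largest difference by ratio was that of Lx8_dup23295 in cortex, an element in an intron of Ints14 on chromosome 9 (64971140 to 64971657). It had 41.2 ± 43.8 CPM (SD, n = 9) in WT-nt and 1.11 ± 2.38 CPM (SD, n = 9) in TS-nt mice (exact permutation p = 0.00226), from 77 counts in WT-nt and 2 counts in TS-nt libraries, too few to pass the filter. Mouse 24 held 37 of the 77 counts. Lx8_dup2917, in an intron of Tpr on chromosome 1 (150418170 to 150419163), had 45.4 ± 25.9 CPM (SD, n = 9) in WT-nt and 7.25 ± 8.79 CPM (SD, n = 9) in TS-nt cortex (exact permutation p = 0.000247).

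**Figure D3:**
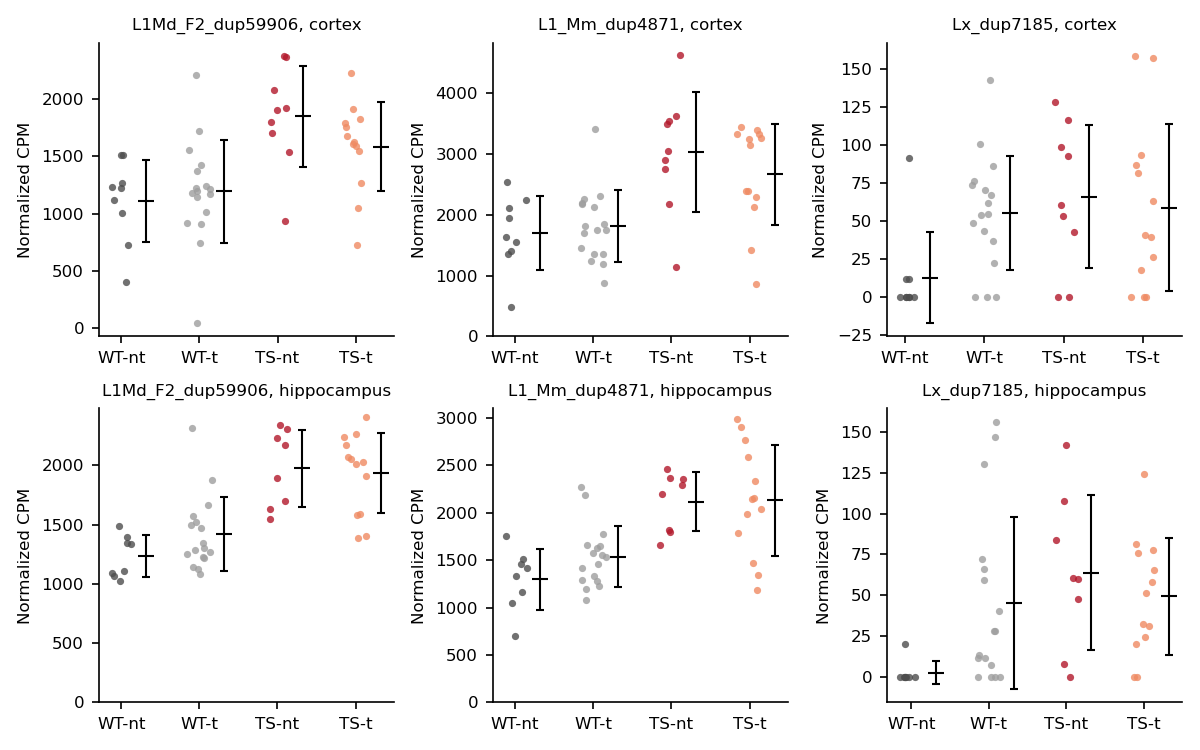
Normalized CPM of the 3 L1s called in hippocampus, by group and tissue; points are libraries, and bars show the mean and SD. L1Md_F2_dup59906 and L1_Mm_dup4871 are higher in TS than in WT mice with or without treatment, while Lx_dup7185 is lower in WT-nt mice than in the 3 other groups.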

We found significant changes in expression (adjusted *p*-value <0.1) in 9 (4 up- and 5 downregulated in TS-nt) and 6 (3 up- and 3 downregulated in TS-nt) L1s in the cortex and hippocampus, respectively (Figure 3A). Additionally, we observed 3 differentially expressed (DE) L1s located on the mouse chromosomes MMU16 and 17 in both cortex and hippocampus (Supplementary Figure S5 and Supplementary Table S2).

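Of the elements that Table S2 places on these chromosomes for this comparison, the 2 upregulated ones are reported here. L1_Mm_dup4871 lies on MMU16 (31386704 to 31387928, GRCm38/mm10) outside any annotated gene, and is upregulated in both tissues. In cortex it had 3034 ± 986 CPM (SD, n = 9) in TS-nt and 1696 ± 607 CPM (SD, n = 9) in WT-nt mice (exact permutation p = 0.00346). Its log2 fold change was 0.84 (standard error 0.25) in cortex, with an adjusted p-value of 0.999 from edgeR, and 0.71 (standard error 0.17) in hippocampus. The hippocampus values were 2120 ± 312 CPM (SD, n = 8) in TS-nt and 1300 ± 323 CPM (SD, n = 8) in WT-nt mice (exact permutation p = 0.000311). L1Md_F2_dup59906 lies on MMU17 (3111781 to 3112547) in an exon of Gm21926, a transcribed pseudogene, on the same strand. Its level was 1846 ± 440 CPM (SD, n = 9) in TS-nt and 1110 ± 359 CPM (SD, n = 9) in WT-nt cortex (exact permutation p = 0.00165), and 1975 ± 324 CPM (SD, n = 8) and 1231 ± 178 CPM (SD, n = 8) in hippocampus (exact permutation p = 0.000155, the smallest that 8 against 8 mice allow), where every TS-nt mouse lay above every WT-nt mouse. The log2 fold changes were 0.73 (standard error 0.28) and 0.68 (standard error 0.15). Leaving out 1 library at a time changed the call of these elements in hippocampus: no L1 was called without mouse 25, 30, 32, 33, 34, 43, 44 or 45, and the 1 L1 called was Lx_dup7185 without mouse 29, L1_Mm_dup4871 without mouse 24, and L1Md_F2_dup59906 without mouse 31 or 42.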

**Figure 3:**
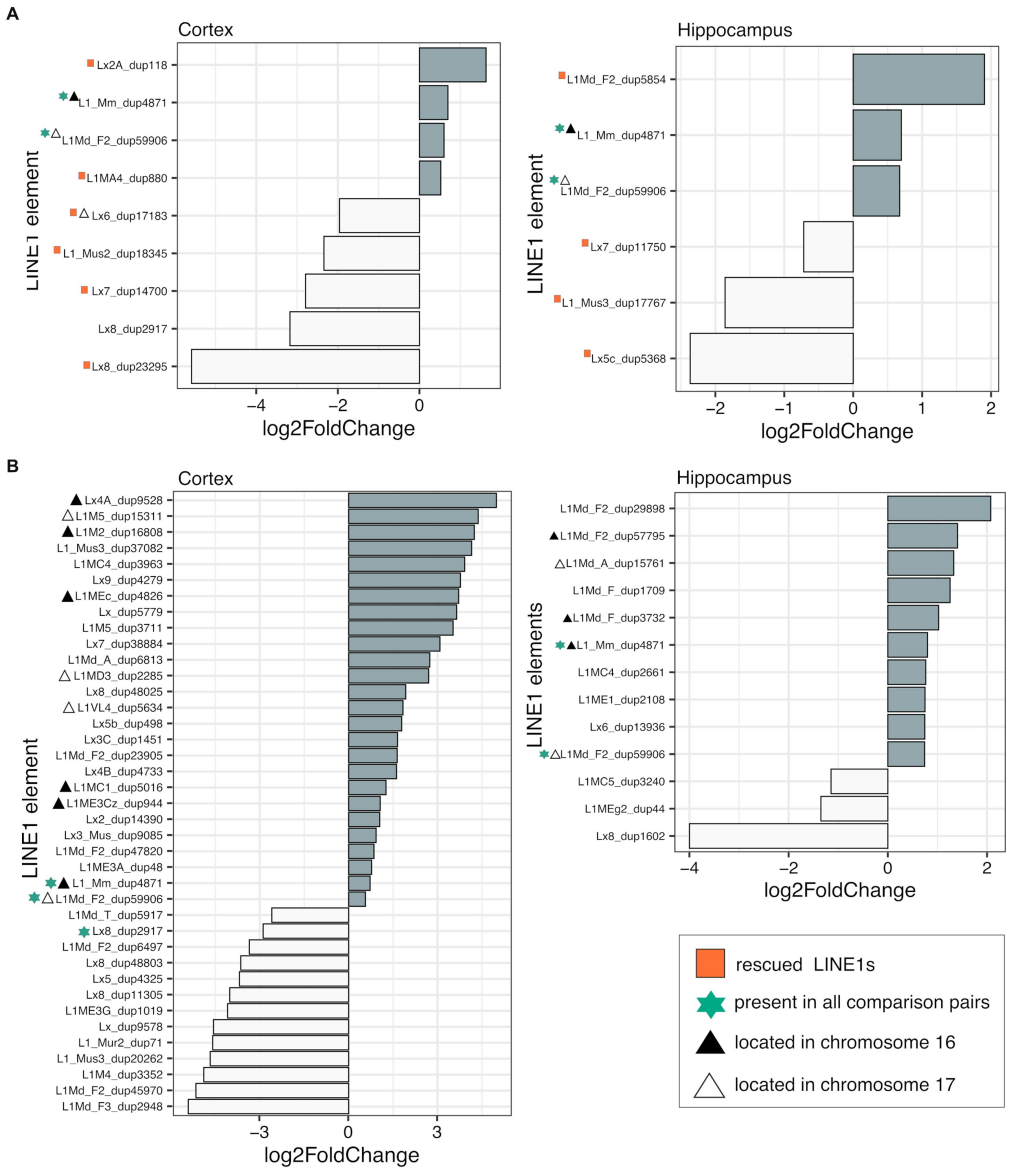
Differentially expressed LINE-1 s. Differential expression (adjusted *p*-value <0.1) of LINE-1 elements assessed in **(A)** genotype effect (TS-nt vs. WT-nt) and **(B)** DE LINE-1 s in the TS-t vs. WT-nt comparison. Rescued LINE-1 elements are marked with red squares. Element size and chromosome location are provided in Supplementary Table S2.

In contrast, evaluation of the treatment effect in the TS and WT comparison pairs for each tissue showed only one DE L1 in the hippocampus of WT mice (WT-t vs. WT-nt), located on chromosome MMU1 (Supplementary Table S2).

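The quasi-likelihood test called 0 L1s in TS-t vs. TS-nt and in WT-t vs. WT-nt mice, in cortex as in hippocampus. At an unadjusted p-value below 0.05 there were 49 L1s in cortex and 138 in hippocampus of TS mice, and 86 and 134 in those of WT mice. The smallest adjusted p-value was 1.00 in TS cortex, 0.372 in TS hippocampus, 0.999 in WT cortex and 0.564 in WT hippocampus. DESeq2 called 0 L1s in both cortex comparisons and in WT hippocampus. In TS hippocampus it called 1 L1 with the 4 groups in the model, L1_Mur2_dup3564, and 2 with only 2 groups, that element and L1Md_F2_dup52915. These names were chosen after the values were seen. With the second threshold of the paper, an unadjusted p-value below 0.05 and an absolute log2 fold change of at least 1.5, edgeR gave 12 and 27 L1s in cortex and hippocampus of TS mice and 18 and 21 in those of WT mice. The listed element, Lx8_dup1602, had 316 ± 418 CPM (SD, n = 8) in WT-nt and 29.5 ± 20.8 CPM (SD, n = 17) in WT-t hippocampus (exact permutation p = 0.0209). A single WT-nt library held 38.2% of the summed WT-nt CPM. Its median was 3.5 counts per library, and it did not pass the filter. Table S2 gives it on MMU6 in the list for this comparison and on MMU1 in the list for TS-t vs. WT-nt.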

In the comparison between TS-t vs. WT-nt mice we found 39 (26 up- and 13 downregulated in TS-t) and 13 (10 up- and 3 downregulated in TS-t) DE L1s in the cortex and hippocampus, respectively (Figure 3B). Of these, 10/26 (cortex) and 6/10 (hippocampus) upregulated L1s mapped in the mouse chromosomes MMU16 and 17 (Supplementary Figure S6 and Supplementary Table S2), with a subgroup of elements located in the telomeric region of MMU16 and close to genes *Ttc3*, *Kcnj6* and *Dscam* (Supplementary Figure S6).

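In TS-t vs. WT-nt cortex, edgeR called 0 of the 5416 L1s, with 95 at an unadjusted p-value below 0.05. DESeq2 called 0 L1s with the 4 groups in the model and 7 with only 2, 6 upregulated and 1 downregulated. Of these 7, 4 are listed by the paper: Lx3C_dup1451, Lx2_dup14390, L1Md_T_dup5917 and L1MC1_dup5016. In hippocampus, edgeR called 2 L1s, both upregulated in TS-t mice, with 180 at an unadjusted p-value below 0.05. These were L1_Mm_dup4871, with a log2 fold change of 0.71 (standard error 0.15), and L1Md_F2_dup59906, with 0.65 (standard error 0.14), each with an adjusted p-value of 0.0244. DESeq2 called 18 L1s in hippocampus with the 4 groups in the model, 12 upregulated and 6 downregulated, and 10 with only 2 groups, of which 8 are listed by the paper. With treated mice limited to those whose labels begin with 20, as the labels of all WT-nt mice do, edgeR called 0 L1s in hippocampus, with 8 TS-t mice left.

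Of the 39 L1s listed for cortex, 16 passed the filter, and of the 13 listed for hippocampus, 12 did. All 28 had the direction given in the paper, 26 had an unadjusted p-value below 0.05, 2 were called over all elements tested and 28 were called adjusted over the list alone, which is not independent evidence because the list was chosen on these samples. By an exact permutation test of mean CPM, which needs no filter, 37 of the 39 and 13 of the 13 had an unadjusted p-value below 0.05. Lx5_dup4325, in an intron of Lmbr1 on chromosome 5, had the smallest p-value in cortex, with 29.5 ± 21.0 CPM (SD, n = 9) in WT-nt and 3.10 ± 5.53 CPM (SD, n = 13) in TS-t mice (exact permutation p = 2.61e-05, 0.00109 after adjustment over the pairs listed). Lx2_dup14390, in an intron of A830082K12Rik on chromosome 13, had 406 ± 166 CPM (SD, n = 9) in WT-nt and 798 ± 278 CPM (SD, n = 13) in TS-t cortex (exact permutation p = 0.000858).

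Both TS-nt and TS-t mice were compared with the same WT-nt mice, so the 2 comparisons are not independent. Across the elements tested, which are not independent replicates, the log2 fold changes of the 2 comparisons had a Pearson correlation of 0.579 in cortex. In 20 simulations without any difference between groups, it was 0.542 on average, from 0.520 to 0.566. In hippocampus it was 0.579, against 0.562 in simulations, from 0.528 to 0.586. The 2 comparisons had the same sign in 68.5% of elements in cortex and 69.4% in hippocampus, against 68.3% and 68.9% in simulations. The L1s called in both were 2 in hippocampus, and 0 in any simulation.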

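The 10 upregulated L1s that Table S2 lists on MMU16 and MMU17 for cortex include 5 in or beside the 3 genes named. L1ME3Cz_dup944 overlaps an untranslated exon of Ttc3 (94395910 to 94396630) on the same strand. It had 328 ± 94.2 CPM (SD, n = 13) in TS-t and 181 ± 83.5 CPM (SD, n = 9) in WT-nt cortex (exact permutation p = 0.00107), and a log2 fold change of 0.86 (standard error 0.37). L1MC1_dup5016 lies in an intron of Kcnj6 (94750285 to 94751881), on the opposite strand, and in an intron of Gm41505 on the same strand. Its values were 511 ± 267 CPM (SD, n = 13) and 245 ± 89.0 CPM (SD, n = 9), a log2 fold change of 1.06 (standard error 0.32; exact permutation p = 0.00659). The other 3 lie in introns of Dscam, and none of them had enough counts to pass the filter. L1M2_dup16808 (96768588 to 96769116), which also overlaps an exon of AC154538.1, a processed transcript on the same strand, had 27.8 ± 28.3 CPM in TS-t and 1.29 ± 2.56 CPM in WT-nt mice (exact permutation p = 0.00865). L1MEc_dup4826 (97049594 to 97050007), the only one of the 3 on the strand of Dscam, had 26.8 ± 26.3 and 1.97 ± 4.24 CPM (exact permutation p = 0.00526). Lx4A_dup9528 (96959216 to 96960091) had 27.7 ± 29.2 and 9.02 ± 27.1 CPM, and a single library held 100% of its WT-nt counts (exact permutation p = 0.148). Counts in introns or exons do not tell a transcript of the L1 from a transcript of the gene. The paper's own tables give the 3 genes as upregulated in TS-t cortex too, with the paper's log2 fold changes of 0.50 for Ttc3, 0.99 for Kcnj6 and 0.73 for Dscam.

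In hippocampus, 5 of the upregulated L1s of Table S2 have a listed position on MMU16 or MMU17. Besides L1_Mm_dup4871 and L1Md_F2_dup59906, these were L1Md_F_dup3732, which overlaps a coding exon of B230307C23Rik on the opposite strand and an intron of A630089N07Rik on the same strand, L1Md_F2_dup57795 in an intron of Fgd4, and L1Md_A_dup15761, which lies between genes. Their log2 fold changes were 0.91 (standard error 0.26), 1.27 (standard error 0.45) and 1.22 (standard error 0.42), and none was called, with adjusted p-values of 0.324, 0.818 and 0.731 from edgeR. Elements closer than 100000 bp to another of the same list made up 7 of the 39 listed L1s in cortex and 2 of the 13 in hippocampus, so that these lists hold 35 and 12 separate positions.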

Therefore, we evaluated the rescuing effects of lamivudine on the cerebral cortex and hippocampus of trisomic mice by analyzing whether L1s deregulated in TS-nt were restored to WT levels in TS-t mice. 

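By the definition above, an L1 called in TS-nt vs. WT-nt and not called in TS-t vs. WT-nt, edgeR gave 0 rescued L1s in cortex and 1 in hippocampus, Lx_dup7185. DESeq2 gave 0 in cortex. In hippocampus it gave 1 with the 4 groups in the model, also Lx_dup7185, and 2 with only 2 groups, L1Md_F2_dup5854 and Lx7_dup11598. Lx_dup7185 had 49.4 ± 35.9 CPM (SD, n = 13) in TS-t hippocampus, against 63.7 ± 47.7 in TS-nt and 2.50 ± 7.08 in WT-nt mice. TS-t mice differed from WT-nt mice (exact permutation p = 0.00170), and no difference from TS-nt mice was found (exact permutation p = 0.440). Its level in TS-t mice was thus not restored to that of WT-nt mice. Being called in the first comparison and not in the second does not show a change between TS-nt and TS-t mice, so the 10 L1s listed as rescued in Table S2 were also compared directly. All 10 had a mean in TS-t mice between those of TS-nt and WT-nt mice, which choosing them as different in TS-nt and not in TS-t mice on these same libraries favors. The smallest p-value was that of Lx5c_dup5368 in hippocampus, an element between genes on chromosome 5 (104640220 to 104641102). It had 37.3 ± 46.4 CPM (SD, n = 8) in TS-nt, 102 ± 65.4 CPM (SD, n = 13) in TS-t and 204 ± 104 CPM (SD, n = 8) in WT-nt mice (exact permutation p = 0.0222 for TS-t vs. TS-nt, 0.178 after adjustment over the 10). The other 9 had unadjusted p-values between 0.0592 and 0.567. Among them, L1MA4_dup880, in an untranslated exon of Emc7 on chromosome 2 (112471514 to 112471892), had 1461 ± 315 CPM (SD, n = 9) in TS-nt, 1176 ± 397 CPM (SD, n = 13) in TS-t and 972 ± 359 CPM (SD, n = 9) in WT-nt cortex (exact permutation p = 0.0889 for TS-t vs. TS-nt). Lx2A_dup118, in an untranslated exon of Scrn3 on chromosome 2 (73337473 to 73337529), had 162 ± 53.7, 106 ± 72.3 and 59.3 ± 33.3 CPM (exact permutation p = 0.0626). L1_Mus2_dup18345, in an intron of Cdh12 on chromosome 15 (20551458 to 20554617), had 34.8 ± 45.04, 59.3 ± 27.1 and 82.8 ± 28.2 CPM (exact permutation p = 0.127). A single TS-nt library, that of mouse 27, held 45.8% of the summed TS-nt CPM of this element. L1_Mus3_dup17767, in an intron of Snhg14 and an exon of A230103L15Rik on chromosome 7 (59329352 to 59330039), had 29.1 ± 23.5 CPM (SD, n = 8) in TS-nt, 67.1 ± 70.8 CPM (SD, n = 13) in TS-t and 114 ± 47.2 CPM (SD, n = 8) in WT-nt hippocampus (exact permutation p = 0.166). The paper analyzes whether L1s deregulated in TS-nt mice were restored to WT levels in TS-t mice, and names those that were as rescued after treatment.

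**Figure D4:**
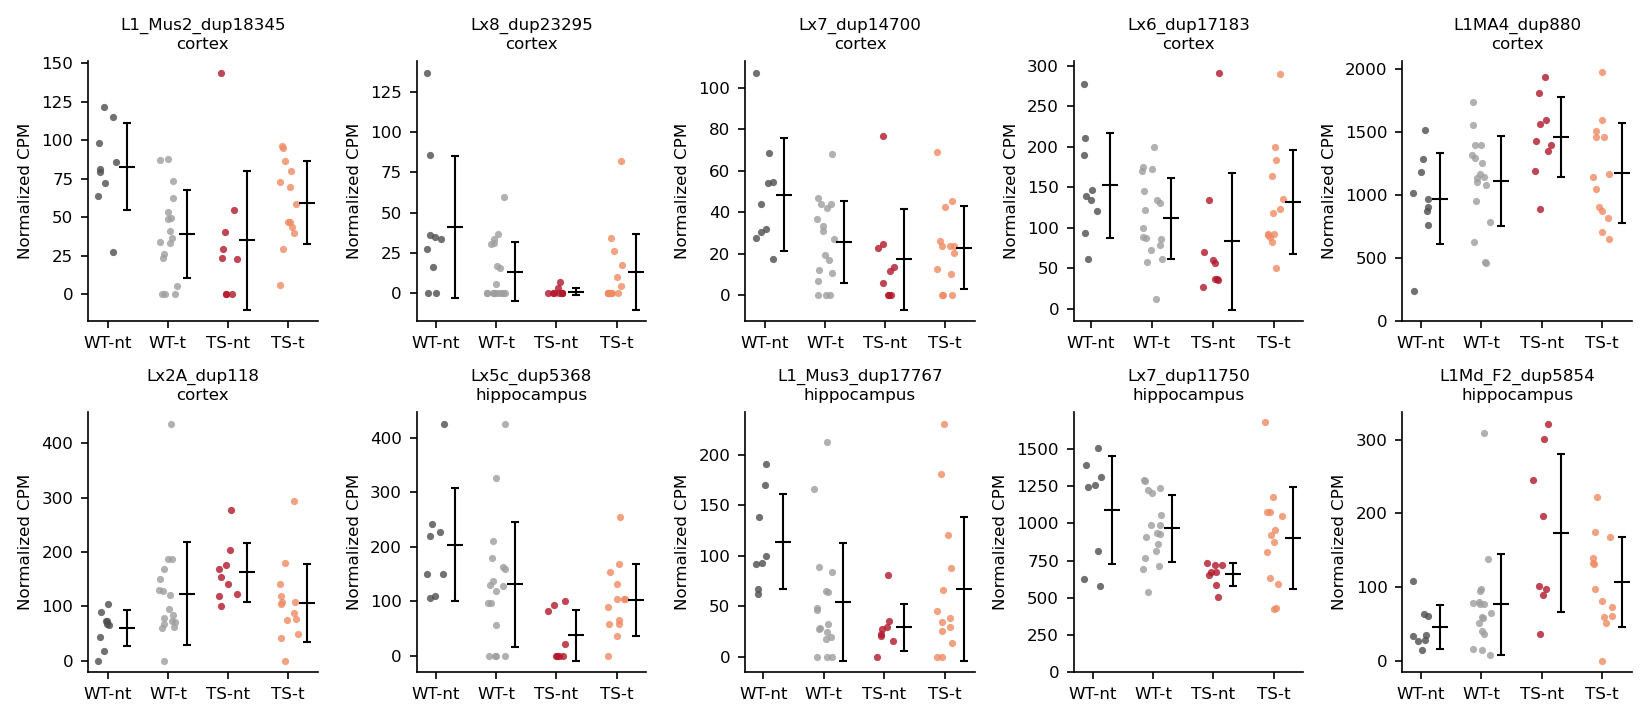
Normalized CPM of the 10 L1s that Table S2 lists as rescued, by group, in the tissue in which each is listed; points are libraries, and bars show the mean and SD. The TS-t mice lie between the TS-nt and WT-nt mice on average, and the 3 groups overlap, with an exception for Lx5c_dup5368. For that element every WT-nt mouse lies above every TS-nt mouse.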

We identified 6 and 4 rescued L1s after treatment with lamivudine in the cortex and hippocampus, respectively (Supplementary Figure S7 and Supplementary Table S2), located in different regions across the mouse chromosomes and in close proximity to genes *Emc7, Scm3, Ints14, Cdh12, Nrxn1* (cortex) and *Snhg14* (hippocampus) (Supplementary Figure S8). We also found that a number of misregulated L1s contained LINE1-encoded reverse transcriptase to promote transposition in the brain cells, across the comparison groups presented above (Supplementary Table S2).

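Table S2 marks 14 of its 60 different L1s as containing the reverse transcriptase. Counted by comparison, these were 1 of the 9 L1s listed for TS-nt vs. WT-nt in cortex and 0 of the 6 in hippocampus, 11 of the 39 listed for TS-t vs. WT-nt in cortex and 2 of the 13 in hippocampus. None of the 14 was called by edgeR at an adjusted p-value below 0.1 with all libraries, and Lx2_dup14390 was called in TS-t vs. WT-nt cortex without the 8 libraries far along the first component. Lx2_dup14390, 5285 bp long, and L1Md_T_dup5917, 4587 bp long, were called by DESeq2 in TS-t vs. WT-nt cortex with only the 2 groups in the model. L1Md_T_dup5917, between genes on chromosome 4 (89540200 to 89544786), was lower in TS-t mice, with 40.8 ± 39.2 CPM (SD, n = 13) against 259 ± 178 CPM (SD, n = 9) in WT-nt cortex (exact permutation p = 0.000117). The longest listed element, L1Md_A_dup6813 in an intron of Csmd1 on chromosome 8 (16041764 to 16047937), is 6174 bp long. It had 62.9 ± 50.2 CPM (SD, n = 13) in TS-t and 10.1 ± 11.5 CPM (SD, n = 9) in WT-nt cortex (exact permutation p = 0.00450), with a log2 fold change of 2.59 (standard error 0.83).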

Finally, we assessed potential associations between misregulated LINE1s (Figure 3) and senescence markers present in the gene set from our Ts65Dn mouse model (Supplementary Table S3). In the correlation analysis between rescued LINE1s (Supplementary Figure S9), differentially expressed LINE1s in TS-t/WT-nt (Supplementary Figure S10) and marker expression levels, we did not observe similar pattern between tissues. However, strong associations between LINE1s and senescence-associated markers, including p53 (*Trp53*), β-galactosidase (*Glb1*), secretory phenotype (*Cxcl12*) and calcium binding protein A4 (*S100a4*), were detected in all correlation analyses.

### 3.3 Treatment effect

When analyzing the effect of lamivudine treatment on gene expression profiles in the hippocampus and the cortex of Ts65Dn and WT mice, we did not observe any distinct PCA clusters affected by the treatment, suggesting only modest changes in the global mRNA expression (Supplementary Figure S11). After filtering for an adjusted *p*-value <0.1, we obtained a small number of DE genes, which were mostly classified as pseudogenes and lncRNAs (Supplementary Table S4). By adjusting to a raw *p*-value <0.05 and log2|fc| > =1.5, we found 131 and 187 DEGs between TS-t and TS-nt mice in the cortex and hippocampus, respectively. In the same way, the treatment induced changes in WT, with 190 and 169 DEGs when comparing WT-t vs. WT-nt mice in the cortex and hippocampus, respectively (Supplementary Table S4). Again, most DEGs genes were classified as lncRNA and pseudogenes (Kapusta et al., 2013) ~ 35% of the treatment-related DEGs were HSA21 orthologs in both WT and trisomic mice (Supplementary Table S4), having variable distribution across the mouse chromosomes (Supplementary Figure S12).

In the hippocampus, upregulated genes of Ts65Dn mice treated with lamivudine (vs. TS-nt) were enriched in functions related to synaptic and ion channel activities, while these GO terms were not found in WT-treated mice (vs. WT-nt) (Figure 4 and Supplementary Table S4). In the cortex, no functional enrichment was found for DEGs associated with lamivudine treatment in TS or WT.

**Figure 4:**
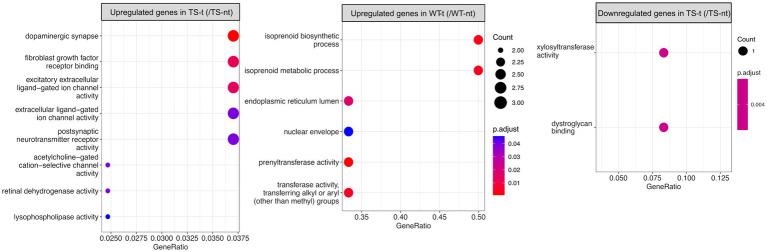
Gene ontology (GO) enrichment analysis for differentially expressed genes in treatment effect comparison pairs (hippocampus). Enriched GO terms for treatment effect comparison pairs (TS-t vs. TS-nt and WT-t vs. WT-nt) are shown (raw *p*-value <0.05 and log2|fc| > =1.5). The x-axis represents the percentage of genes in a given GO term expressed as ‘gene ratio’. The size of the dots represents the number of genes. The color indicates the FDR value. A list of enriched GO terms and associated genes is provided in Supplementary Table S4.

### 3.4 Rescuing effect of lamivudine

In our study, we also analyzed genes that were rescued by lamivudine treatment, which were defined as those differentially expressed in TS-nt vs. WT-nt but not in TS-t vs. WT-nt (Figure 5A). We identified 67 and 187 rescued genes in the cortex and hippocampus (Figure 5A and Supplementary Table S5), of which, 24 and 15% respectively, mapped to the mouse orthologue regions (MMU10, MMU16, and MMU17) of the HSA21 (Supplementary Figure S13 and Table S5). Among these, rescued genes were mostly associated with neuronal alterations (Figure 5B and Supplementary Figure S14), such as *App*, *Bace2* and *Olig2* (Supplementary Table S5), with 4 genes common to both tissues (*Zbtb21:* zinc finger and BTB domain containing 21, *App*: amyloid beta (A4) precursor protein, *Ets2*: E26 avian leukemia oncogene 2, 3′ domain and *B3galt5*: UDP-Gal:betaGlcNAc beta 1,3-galactosyltransferase, polypeptide 5).

**Figure 5:**
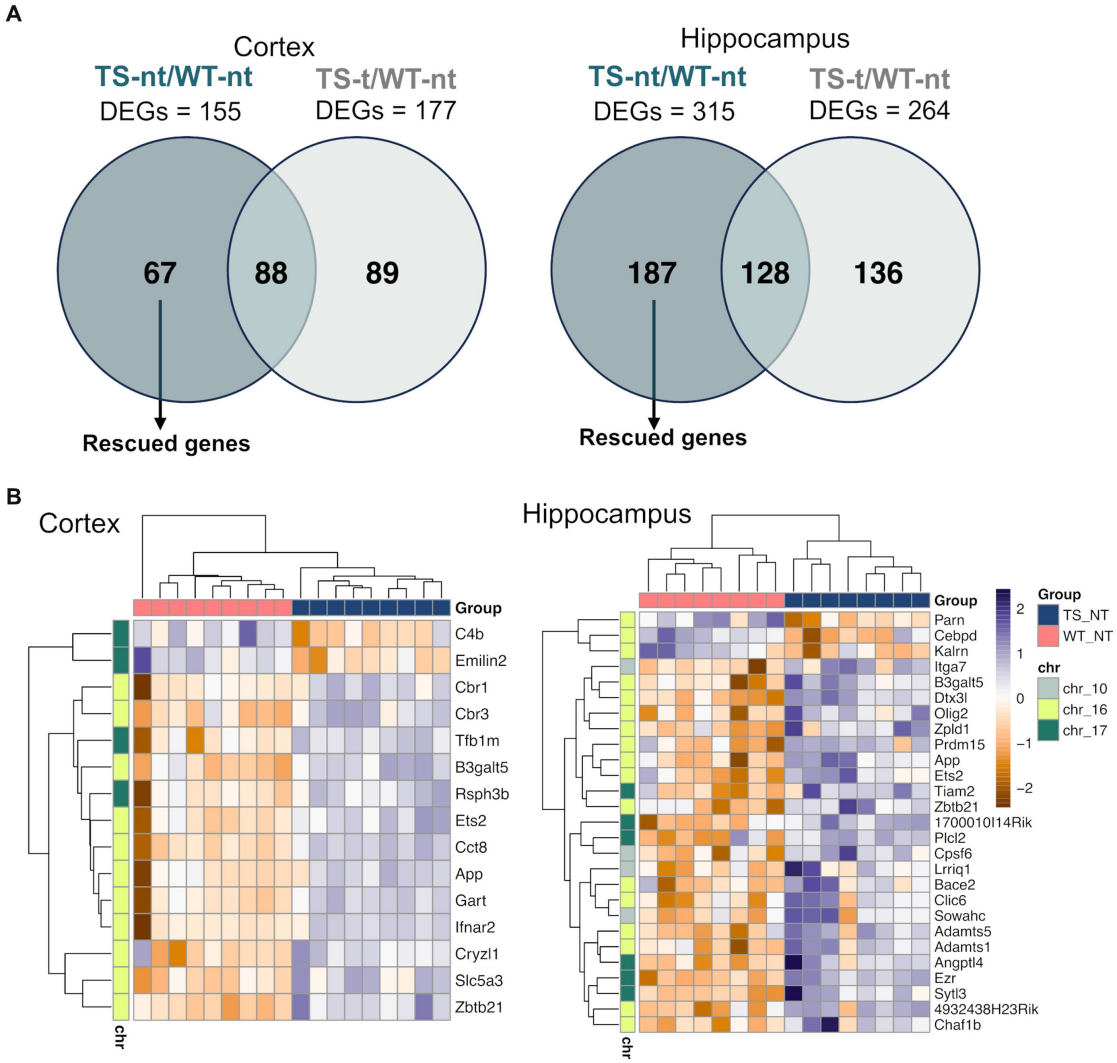
Expression of rescued genes after lamivudine treatment in the cortex and hippocampus. **(A)** Venn diagrams showing genes that were restored (rescued) after treatment with lamivudine (those altered by genotype that are not present in treated mice and correct their levels to WTs). **(B)** Heatmap representation of rescued gene expression (adjusted *p*-value <0.1) in cortex and hippocampus. Gene and sample-wise hierarchical clustering was performed on individual normalized read counts (rlog). The input matrix was scaled in rows to visualize changes in expression on the gene level and columns to display the relatedness of samples. A list of gene names for rescued genes is provided in Supplementary Table S5.

To gain a better understanding of the interactions among rescued genes, we constructed protein–protein interaction (PPI) networks with the 67 and 187 genes, including first- and second-degree interactors (STRING database). After removing non-interacting proteins, 5 and 13 clusters of highly interconnected nodes (proteins) were identified in the cortex and hippocampus (Figure 6), respectively, suggesting that the implicated genes were functionally related (Supplementary Table S6).

**Figure 6:**
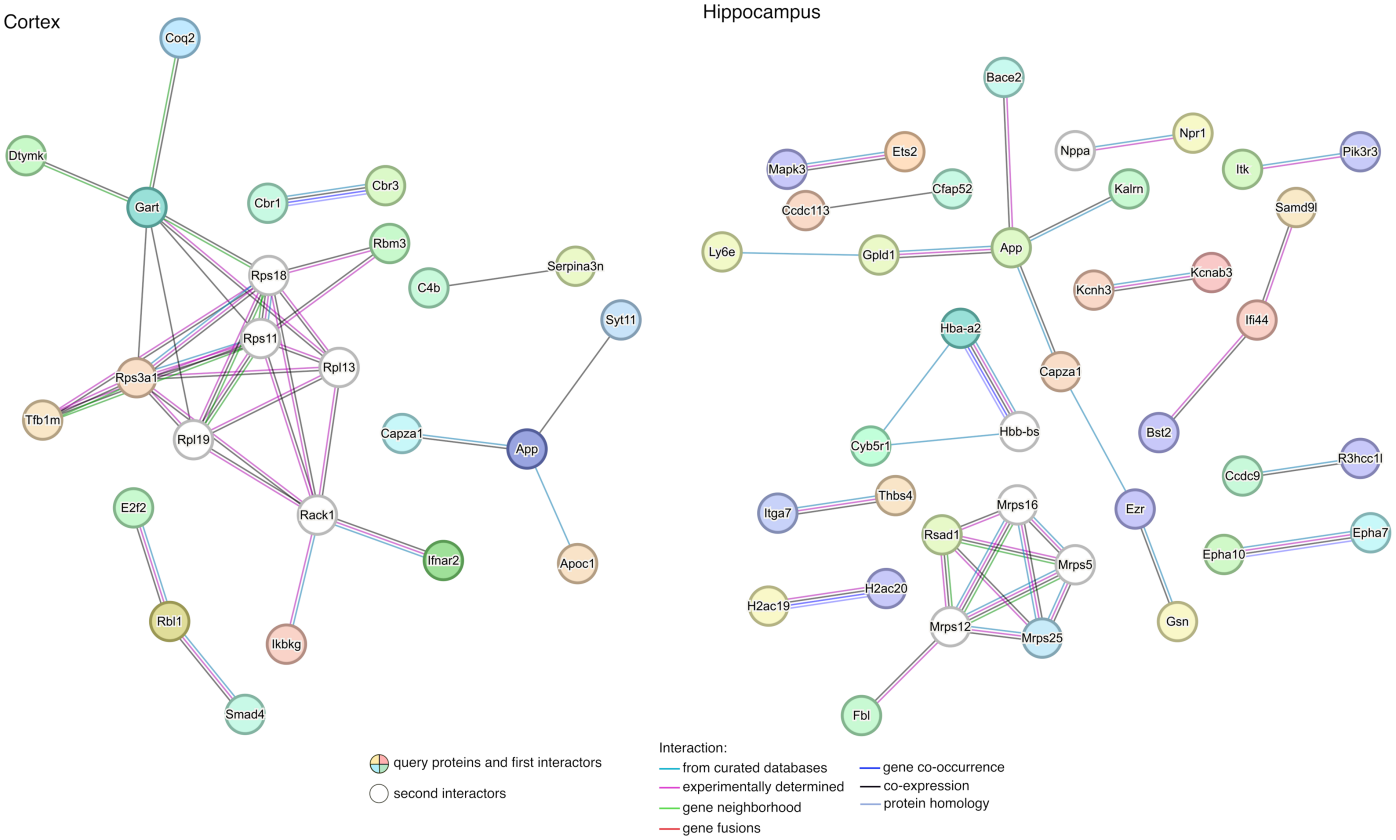
Protein–protein interaction (PPI) network for rescued genes in the cortex and the hippocampus. The lists of rescued genes were submitted to STRING (see footnote 2) for searching PPIs. Disconnected nodes in the network were excluded from the plot. Nodes represent genes while edges represent PPIs between two genes. Details of enriched functions are provided in Supplementary Table S6.

When exploring the biological meaning of the main subnets of the networks, we found enrichment in functions related to DS in the cortex, such as regulation of neuron death, neuron apoptotic process, learning, memory, and cognition, among other general processes (Supplementary Table S6). In contrast, no significant functional enrichment was detected in genes contributing to the PPI from rescued genes characterized in the hippocampus.

### 3.5 Additional possible lamivudine mechanisms

A molecular analysis comparing gene expression patterns in treated trisomic brains and wild-type brains can provide information on how the treatment influences gene regulation. This can help identify specific genes that may be involved in the pathophysiology of trisomy and gain more insight into possible mechanisms underlying lamivudine action. We identified a total of 177 DEGs in the cortex (126 up- and 51 downregulated in TS-t) and 264 DEGs in the hippocampus (204 up- and 60 downregulated in TS-t) (Supplementary Table S7). We observed that most of the DEGs in both tissues (73 in the cortex and 92 in the hippocampus) were located on the mouse chromosomes MMU 16 and 17 (Supplementary Figure S15 and Supplementary Table S7).

When exploring the functional enrichment for the set of DEGs, we found that downregulated genes in TS-t vs. WT-nt mice were mainly enriched in GO functions related to cognition and regulation of neuron death, in both cortex and hippocampus (Figure 7, Supplementary Figure S16 and Supplementary Table S7). Moreover, enriched KEGG pathways in cortex were found related to Alzheimer’s disease, TNF and IL-17 signaling pathways, among others (Supplementary Figure S16 and Supplementary Table S7).

**Figure 7:**
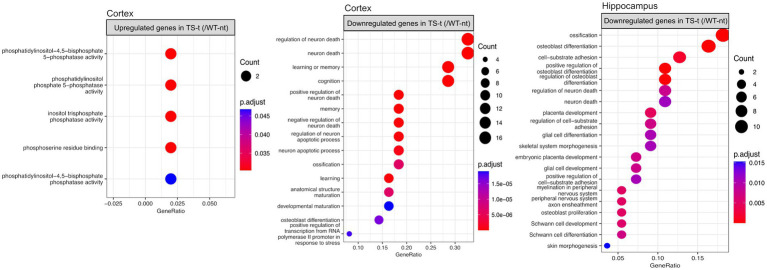
Gene ontology (GO) enrichment analysis for differentially expressed genes in the comparison between TS-t vs. WT-nt mice. Enriched GO terms for cognitively rescued genes in the cortex and hippocampus (raw *p*-value <0.05 and log2|fc| > =1.5). The x-axis represents the percentage of genes in a given GO term expressed as ‘gene ratio’. The size of the dots represents the number of genes. The color indicates the FDR value. A list of enriched GO terms and associated genes is provided in Supplementary Table S7.

Also, similar to the enriched GO terms found in the comparison between TS-nt vs. WT-nt mice (Figure 2B), upregulated genes in the cortex of TS-t vs. WT-nt mice displayed GO functions mostly related to phosphatidylinositol and inositol phosphatase activities (Figure 7, and Supplementary Table S7).

### 3.6 Expression of rescued genes by lamivudine treatment correlated with cognitive improvement

To classify TS and WT mice based on recognition memory impairment, we used a discrimination index (DI) − ranging from −100 (only exploration of the familiar object) to 100 (only exploration of the novel object) – following criteria as detailed in Methods section. Our results showed that TS mice treated with lamivudine (TS-t) had higher delta DI values (mean = 78.6) and were mostly categorized as ‘good’, with statistically significant differences in delta DI compared to WT-t mice in the ‘good’ category (*p* = 0.021, Wilcoxon test) (Figure 8A). In contrast, TS-nt mice in the ‘poor’ category exhibited the lowest delta DI values (mean = −53.3), showing significant differences with the WT-nt group (*p* = 0.030, Wilcoxon test) (Figure 8A). We next sought to explore possible correlations between the transcriptional levels of rescued genes identified in this study (Supplementary Table S5) and the DI evaluated after 4 months of treatment (DI_4M), representing the best learning point. Our findings revealed that the expression of upregulated rescued genes showed a negative correlation with DI_4M in both cortex (Supplementary Figure S17) and hippocampus (Supplementary Figure S18), while those rescued genes that were downregulated showed an opposite trend. A similar trend was observed after calculating a gene expression index (as detailed in Figure 8B legend), where the expression of genes rescued by treatment with lamivudine, associated to neurocognitive disorders (Supplementary Table S5), negatively correlated with the DI_4M (Figure 8B). Moreover, mice classified as ‘poor’ tended to show a negative correlation between rescued gene expression ratio and DI_4M, with marginal statistical significance in hippocampus (Supplementary Figure S19).

**Figure 8:**
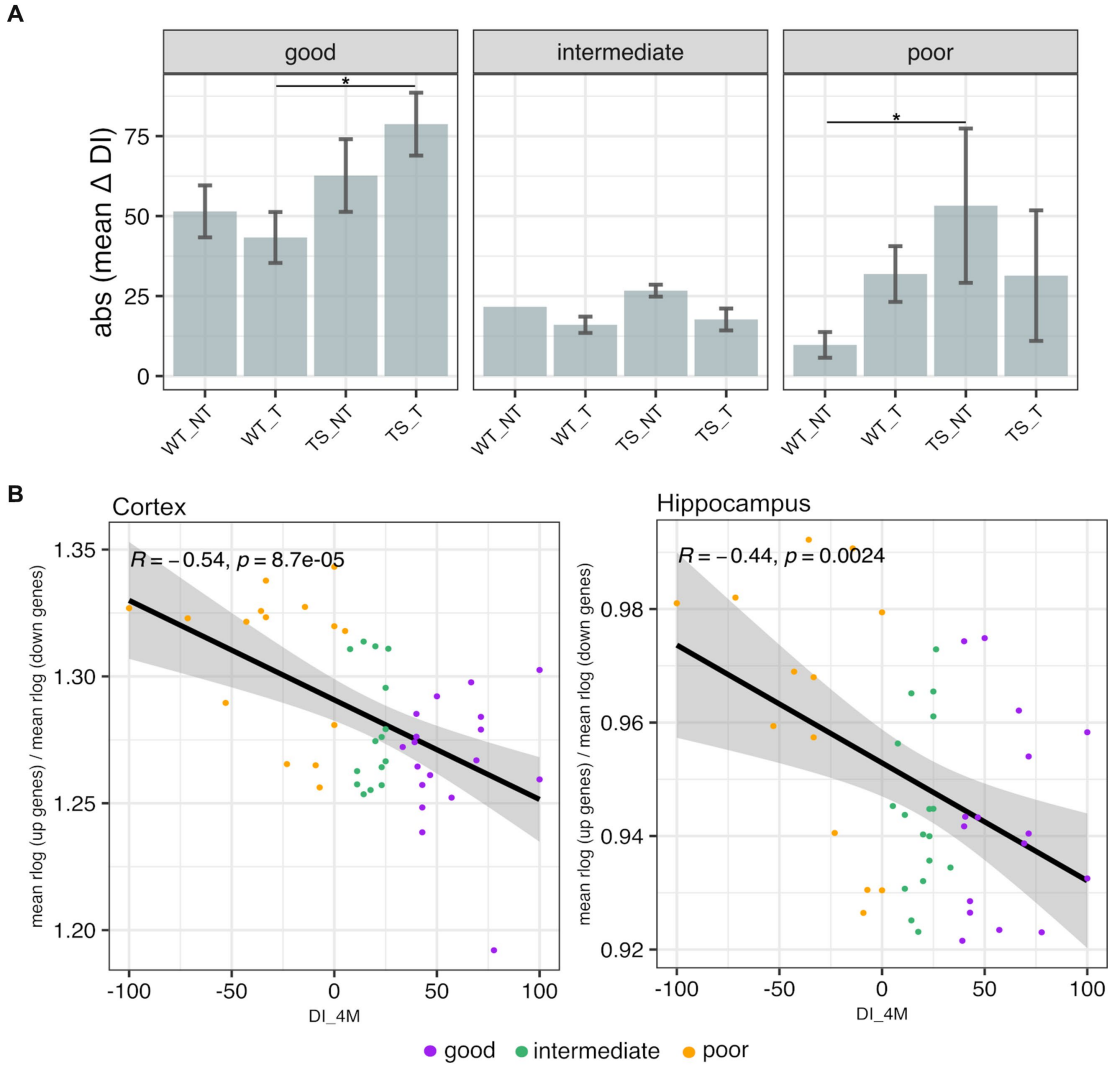
Novel object recognition memory and transcriptional profiling. **(A)** Absolute mean values of delta discrimination index (DI_4M – DI_baseline) ± 3 standard errors of the mean (SEM) in TS and WT mice. Error bars represent SEM. Asterisks denote the level of significance (^*^p < 0.05). **(B)** Scatterplots showing Spearman’s correlations between discrimination index after 4 months of treatment (DI_4M) and rescued gene ratio (mean of normalized upregulated rescued gene expression / mean of normalized downregulated rescued gene expression, across all mouse chromosomes) evaluated in cortex and hippocampus of mice.

## 4 Discussion

In this study, we conducted a comprehensive transcriptomic analysis of the cerebral cortex and hippocampus in a Down syndrome mouse model, Ts65Dn, to investigate the potential impact of lamivudine on genes associated with neural function.

We identified genome-wide transcriptomic deregulation in TS-nt compared to WT-nt, confirming our previous results (De Toma et al., 2021). Of note, the highest portion of DEGs, mostly upregulated, mapped to chromosomes MMU 10, 16, and 17, orthologous to HAS21, in both cortex and hippocampus. Gene enrichment analysis for upregulated genes in the cortex of TS-nt (vs. WT-nt) mice displayed functions mostly related to ligase activity, phosphatidylinositol, inositol phosphatase, and cytokine receptor activities. On the other hand, downregulated genes in the hippocampus of TS-nt mice were enriched in functions related to ion channel activity and ephrin receptor. Our findings suggest that only modest changes in global mRNA expression may be attributed to treatment with lamivudine. However, in the hippocampus of Ts65Dn mice treated with lamivudine (TS-t vs. TS-nt), upregulated genes were notably enriched in functions related to synaptic, neurotransmitter receptor and ion channel activities, while these GO terms were not found in WT-treated mice (WT-t vs. WT-nt).

Given that nucleoside reverse transcriptase inhibitors (NRTIs) have been used to suppress retrotransposition (Banuelos-Sanchez et al., 2019), and the fact that transposable elements have recently gained attention as potential contributors to neurocognitive disorders, we also quantified and compared the expression of L1 elements in the different experimental conditions. It has been reported that when L1 is transcriptionally derepressed, it triggers an IFN-I response, which is a phenotype of late senescence (Antón-Fernández et al., 2023; Vallés-Saiz et al., 2023). Of note, uncontrolled activation of the IFN pathway is present in DS, due to overexpression of three IFN genes, and can cause neuroinflammation and neurotoxicity, which are primary hallmarks of DS (Chung et al., 2021).

As part of a new approach to address neurocognitive impairment in neurodegenerative diseases, lamivudine has been repurposed to target the increased activity of retrotransposable elements observed in cell senescence and aging. L1s can contribute to genetic instability by generating target site deletions, insertions of flanking DNA, recombination with other retrotransposons, and the possible generation of chromosomal inversions and interchromosomal translocations (Kazazian, 2004; Goodier and Kazazian, 2008; Beck et al., 2011; Hancks and Kazazian, 2012). In addition, inactive L1 elements (unable to mobilize) can contain mutations in their sequence and express truncated proteins, causing varying levels of cell toxicity and DNA damage (Kines et al., 2014). Moreover, L1 elements can alter the dynamic of the neuronal transcriptome and modulate the expression pattern of several nearby genes (Chung et al., 2021), by inducing alternative splicing, adenylation signals and transcription factor-binding sites. In fact, growing evidence suggests that misregulation of L1s in brain tissues is associated with neurological disorders (Terry and Devine, 2020).

When assessing the impact of genotype on L1 transcription in the cortex and hippocampus, we found significant changes in the expression of 9 (4 up- and 5 downregulated in TS-nt) and 6 (3 up- and 3 downregulated in TS-nt) L1s in the cortex and hippocampus, respectively, with a group of DE L1s located on the mouse chromosomes MMU16 and 17. Our results might provide indirect evidence for misregulation of L1 retrotransposons in the Ts65Dn mouse model, potentially contributing to some pathological aspects. Considering the altered adaptive and regenerative capacities in the brain of individuals with DS, the implications of these somatic insertions could be of profound significance.

Interestingly, in this study, L1 insertions on MMU16 were located near the DEGs of the cerebral cortex of TS mice. Specifically, we found L1 insertions in the distal MMU16 that includes a region of conserved linkage with HSA21 (Cabin et al., 1998). This region extends from 21q11.1 to 21q22.3 and is limited by *STCH*, the proximal-most known gene on HSA 21, and *Mx*, the distal-most known gene on MMU16. Twenty-four genes define this conserved linkage with no discordances in the order or presence of genes in this region. Some nearby genes include Dscam, Kcnj6, and Ttc3. *Dscam* (Down syndrome cell adhesion molecule) (Yamakawa, 1998), located in humans in 21q22.2–22.3, is critical for many of the neurological phenotypes of DS. For example, DSCAM protein is a new class of neural cell adhesion molecules involved in the development of the nervous system and with an important role in neural wiring and synaptogenesis (Sterne et al., 2015). *Kcnj6* encodes for a potassium inwardly rectifying channel subfamily J member 6 and contributes to synaptic and cognitive abnormalities in DS (Kleschevnikov et al., 2017). Finally, *Ttc3* (tetrapeptide repeat domain 3) is located within the DS critical region, and overexpression of TTC3 can accelerate cognitive decline, but the specific mechanism is unknown (Zhou et al., 2022). One L1 element upregulated in the hippocampus of TS-t (vs. WT-nt) mice was located near the *Fgd4* gene on MMU16. *Fgd4* has been identified as a susceptibility gene for amyotrophic lateral sclerosis (Wei et al., 2019), and also associated with Charcot–Marie–Tooth disease (Zis et al., 2017).

Regarding rescued L1s after treatment with lamivudine, we found two elements downregulated and in the proximity of the intronic region of *Nrxn1* (MMU17) and *Snh14* (MMU7) genes. Interestingly, deletion of *Nrxn1* (neurexin1), having a role in formation of functional synaptic structures, has been related to various neuropsychiatric disorders such as autism spectrum disorder, intellectual disability, and schizophrenia (Cuttler et al., 2021).

Also, emerging evidence suggest that *Snh14* (lncRNA-small nucleolar RNA host gene 14), a gene for long non-coding RNAs, is involved in neurological impairment and inflammatory response in various neurological disorders (Zhong et al., 2019). The constantly evolving landscape of research underscores the need for continued exploration of L1 dynamics to unravel the complexities of neurodevelopmental and neurodegenerative disorders.

We also analyzed the rescued genes, defined as those differentially expressed in TS-nt vs. WT-nt but not in TS-t vs. WT-nt. A group of genes rescued by treatment with lamivudine located on the mouse chromosomes orthologous to HSA21, MMUs 10, 16 and 17. Interestingly, rescued genes upregulated in both cortex and hippocampus included genes related to DS and Alzheimer disease, such as *App* (Tosh et al., 2021), *Ets2* (Helguera et al., 2005), *Bace2* (Alić et al., 2021), and *Olig2* (Choong et al., 2015). *App*, which encodes amyloid precursor protein (APP), explains the dramatically increased susceptibility to early-onset AD in individuals with DS. By the age of 40 years and beyond, virtually all individuals with DS show AD-associated neuropathology including brain deposition of amyloid-β (Aβ) protein in neuritic plaques and neurofibrillary tangles. *Ets2* upregulation in susceptible neurons promotes the activation of a mitochondrial-dependent proapoptotic pathway of cell death in DS and AD (Helguera et al., 2005). *Bace2* encodes an integral membrane glycoprotein that plays a crucial role in the cleavage of amyloid precursor protein into amyloid beta peptide – an essential step in the etiology of AD and DS (Gomez et al., 2020). *Olig2* encodes a protein that is essential for oligodendrocyte and motor neuron specification. Olig2 triplication causes developmental brain defects in DS (Chakrabarti et al., 2010; Lu et al., 2012; Xu et al., 2019). Olig2 collaborates with ZNF488 to promote oligodendrocyte differentiation (Zong et al., 2019). Upon further examination of the rescued genes located in MMU 16 and 17 in the cortex, additional candidates were found such as *Cct8* (Chaperonin containing TCP1 subunit 8), *Rsph3b* (Radial spoke 3B homolog), and *C4b* (Complement C4B).

The main subnets of the PPI networks showed enrichment in functions related to DS in the cortex. *App* expression is enriched in MMU16 chromosome and APP protein is interacting with SYT11 and CAPZA1. SYT11 (Synaptotagmin 11) plays an important role in dopamine transmission by regulating endocytosis and the vesicle-recycling process and is crucial for neurodevelopment and synaptic plasticity. Moreover, it inhibits the conventional cytokine secretion of at least IL-6 and TNF and phagocytosis in macrophages and microglia. CAPZA1 (Capping actin protein of muscle Z-line subunit alpha 1), which also interacts with APP, may play a role in the epithelial cell junctions formation. We have also observed that, in the hippocampus, APP and BACE2 are interacting, along with CAPZA1 and GPLD1 (Glycosylphosphatidylinositol specific phospholipase D1), among others.

During the comparison of the groups TS-t vs. WT-nt, it was found that the downregulated genes in both cortex and hippocampus were enriched in GO terms related to various neuronal functions - such as regulation of neuron death, glial cell development, memory, cognition and Schwann cell development - suggesting that treatment with lamivudine in TS mice may modulate the expression of genes involved in a wide range of neuronal activities.

Furthermore, enriched KEGG pathways in cortex were found to be related to: (i) Alzheimer’s disease; (ii) Il-17 signaling pathway: several studies have suggested a critical role for the interleukin-17A (IL-17A) cytokine family in human inflammatory or autoimmune diseases and neurodegenerative diseases (Chen et al., 2020). Although the specific mechanism of IL-17A in neurodegenerative diseases is still controversial, it is generally accepted that IL-17A causes diseases by activating glial cells; (iii) TNF signaling pathway: the TNF signaling pathway plays an essential role in various physiological and pathological processes, including cell proliferation, differentiation, apoptosis, and modulation of immune responses and induction of inflammation. These results suggest that genes involved in Alzheimer’s neuropathology and neuroinflammation pathways were downregulated in Ts65Dn mice treated with lamivudine.

Of note, *Ddit4*, downregulated in TS-t vs. WT-nt and located in chromosome 10, is the coding gene for RTP801/REDD1. RTP801, initially recognized for its involvement in cellular stress responses and regulation of mTOR signaling, has gained attention in the context of neurodegenerative diseases (Pérez-Sisqués et al., 2021). Studies suggest that RTP801/REDD1 may play a role in modulating pathways associated with neuroinflammation, apoptosis, and synaptic function in the context of Alzheimer’s disease (AD). Dysregulation of these processes is implicated in the neuronal loss and cognitive decline observed in AD. RTP801/REDD1 might influence mTOR signaling, which is a pathway crucial for cellular homeostasis. Alterations in mTOR signaling have been reported in AD (Malagelada et al., 2011).

In our current research, we utilized behavioral testing from a previous study (Martinez de Lagran et al., 2022) to assess the impact of lamivudine treatment on recognition memory. When the performance of mice classified as ‘good’, ‘intermediate’ and ‘poor’ was compared between the experimental groups, the highest scores were observed in ‘good’ TS-t mice. In contrast, TS-nt ‘poor’ mice exhibited the weakest performance. In addition to genotype and treatment, reasons for the individual and group-dependent variation in recognition memory may be related to mice with poor recognition memory at baseline taking significantly longer than other animals to achieve the final behavioral output. Correlation analyses of behavioral testing score and expression of genes rescued by treatment with lamivudine in both cortex and hippocampus suggested that mice with poor recognition memory had higher expression of rescued genes, such as *App, Ets2 and CCt8* (Sultan et al., 2007), which have previously been linked to DS alterations. Although further investigation is needed to understand the mechanism behind these associations, these results provide a potential regulation landscape linking the transcriptional potential to behavior in the Ts65Dn mouse model.

Our work conducted on the Ts65Dn mouse model shows for the first time that retrotransposition could be associated with DS, as misregulation of L1 was found in brain tissues associated with trisomy. Moreover it has uncovered novel transcriptional signatures in the hippocampus and cerebral cortex. Our findings propose a link between L1 misregulation and changes in gene expression profiles. Although, we fully acknowledge the intrinsic limitation of the design presented in this study which did not allow experimental validation of sequencing results.

Insights into the dysregulation of L1 in affected brain regions highlight the potential role of these retrotransposons in disease progression. The knowledge gained from these findings holds the potential to suggest therapeutic strategies and improve current understanding of the molecular underpinnings. Promising therapeutic interventions like reverse transcriptase inhibitors are being explored to improve neurobehavioral phenotypes and reverse cognitive deficits (Sullivan et al., 2024).

## Data availability statement

The raw RNA-seq data and datasets presented in this study can be found at GEO (GEO accession number: GSE252135). The original code has been deposited in Github (https://github.com/MicrobialGenomics-IrsicaixaOrg/Lamivudine_mice_RNAseq.git).

## Ethics statement

The animal study was approved by Ethics Committee of Parc de Recerca Biomèdica (Comité Ético de Experimentación Animal del PRBB (CEEA-PRBB); MDS 18-0031). The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

AB: Writing – original draft, Software, Methodology, Formal analysis, Conceptualization. MC: Writing – original draft, Methodology, Investigation. MM: Writing – review & editing, Data curation. RP: Writing – review & editing, Supervision, Resources, Funding acquisition. BC: Writing – review & editing, Supervision, Conceptualization. MD: Writing – original draft, Supervision, Methodology, Conceptualization. AE-T: Writing – original draft, Methodology, Investigation, Conceptualization.

# Supplementary material for: Lamivudine modulates the expression of neurological impairment-related genes and LINE-1 retrotransposons in brain tissues of a Down syndrome mouse model
**Source:** Front Aging Neurosci. 2024 Jul 19;16:1386944. doi: 10.3389/fnagi.2024.1386944
**Supplement:** Supplementary file 8

Supplementary Material

**Figure S1.** Bioinformatics workflow for genes and LINE-1 element expression in mice

**
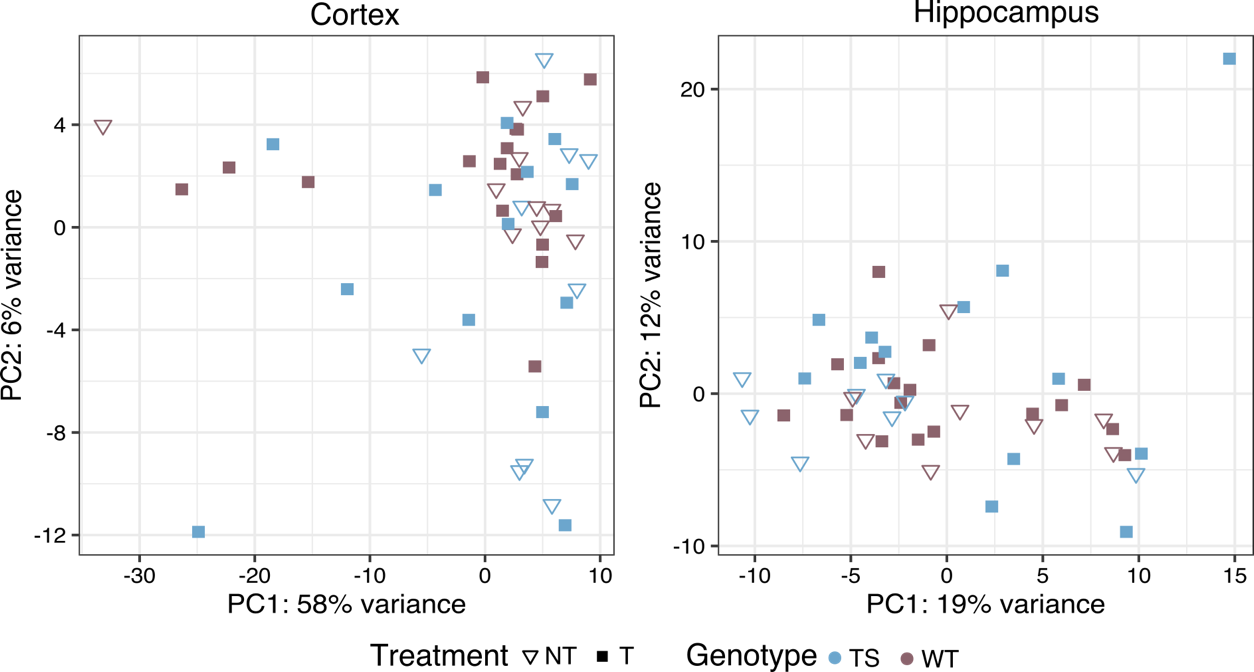
**

**Figure S2.** Principal component analysis based on gene expression by RNA sequencing in cortex and hippocampus.

**
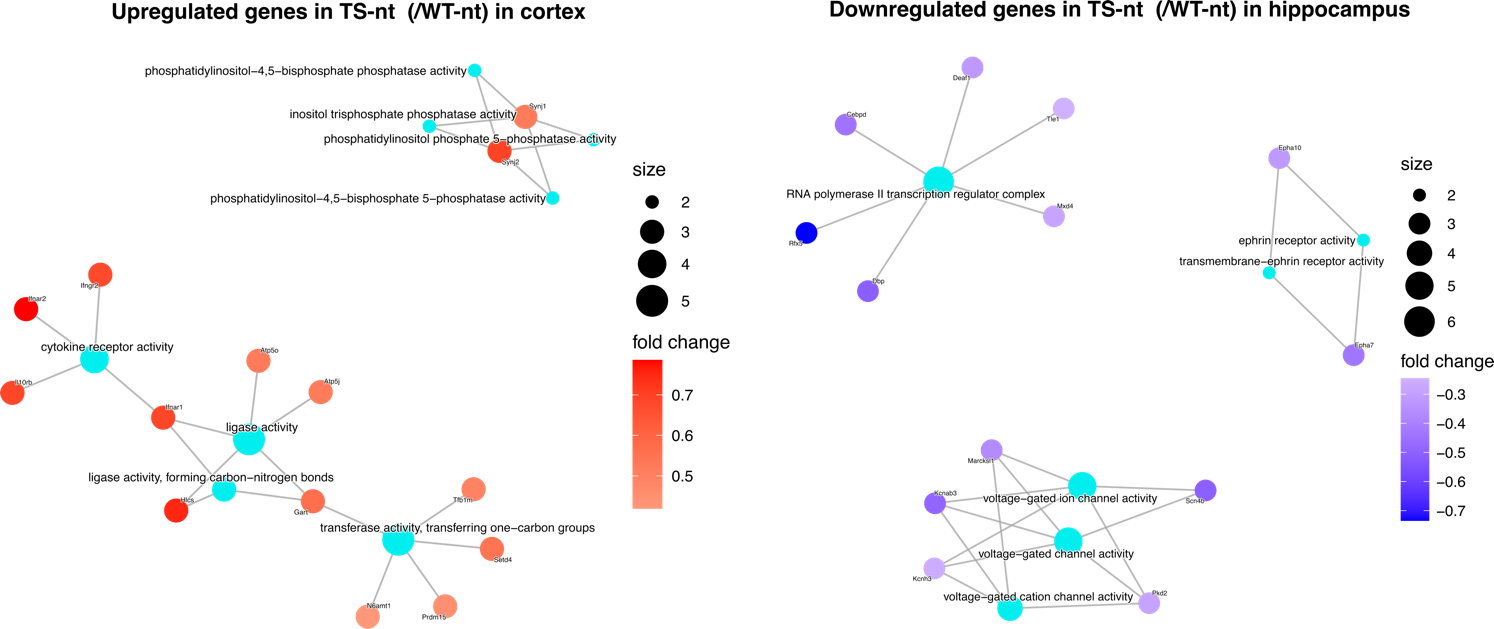
**

**Figure S3. Functional enrichment analysis of DE genes in genotype effect comparisons (TS-nt vs. WT-nt).** Cnetplot showing gene linkages and biological concepts identified as GO terms represented as networks. Enriched functions and genes are listed in Supplementary Table S1.

**
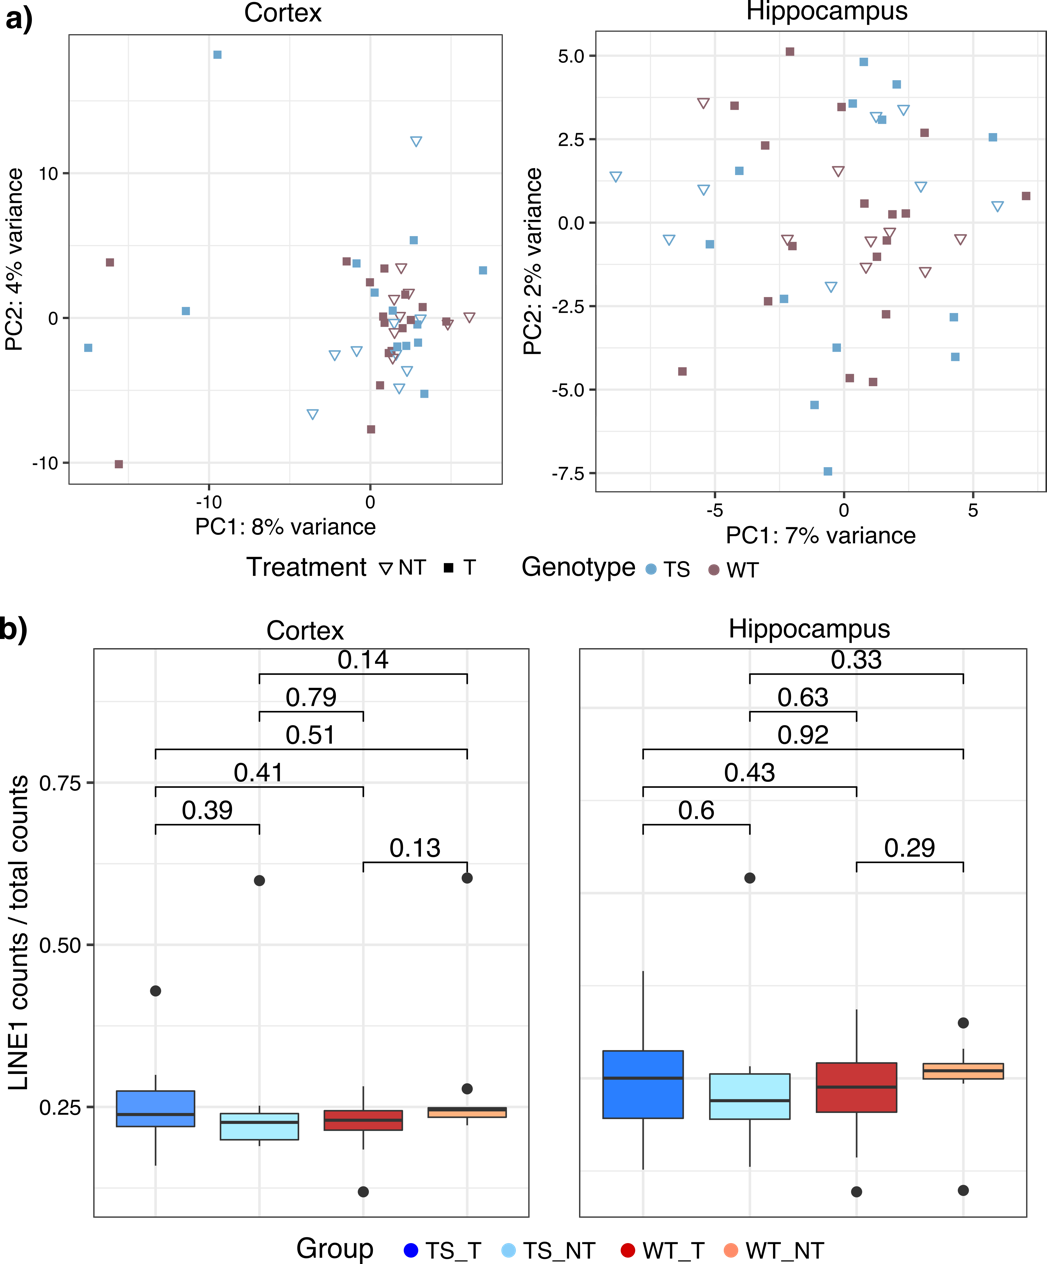
**

**Figure S4. LINE1 expression profiling in cortex and hippocampus. a)** Principal component analysis using LINE1 expression (rlog normalization) by RNA sequencing. **b)** Boxplots displaying proportion of LINE1 counts (all elements merged) over total RNA counts.

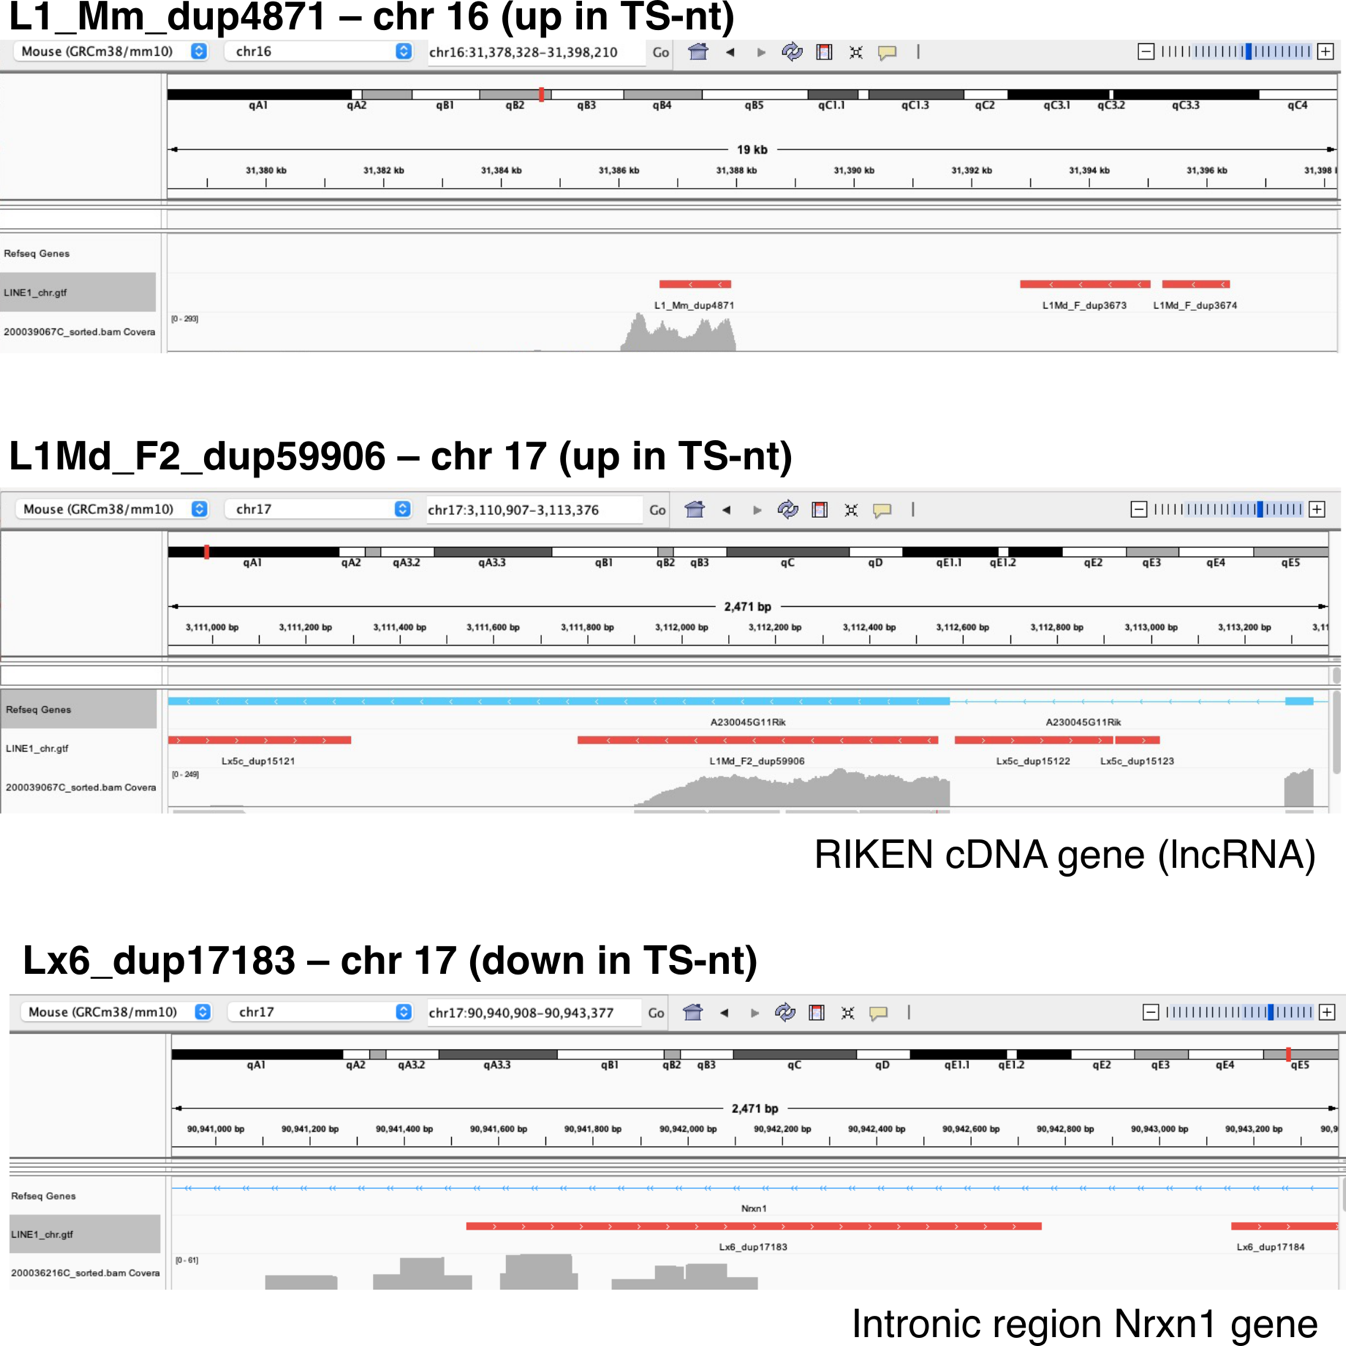

**Figure S5. Chromosome location (Mmu 16 and 17) of differentially expressed LINE1s in the genotype effect (TS-nt vs. WT-nt).** IGV overview showing the sequence alignment (gray), reference gene (light blue) and LINE1 (red) annotation in the corresponding chromosome region in the cortex and hippocampus.

**
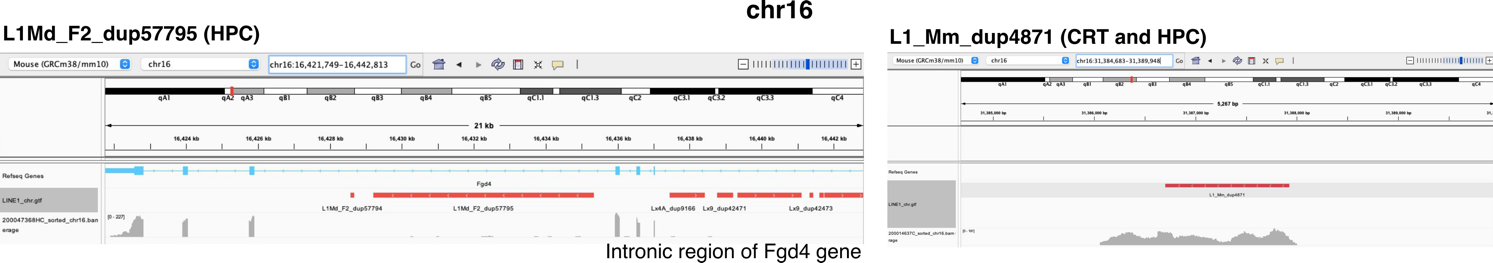
**

**
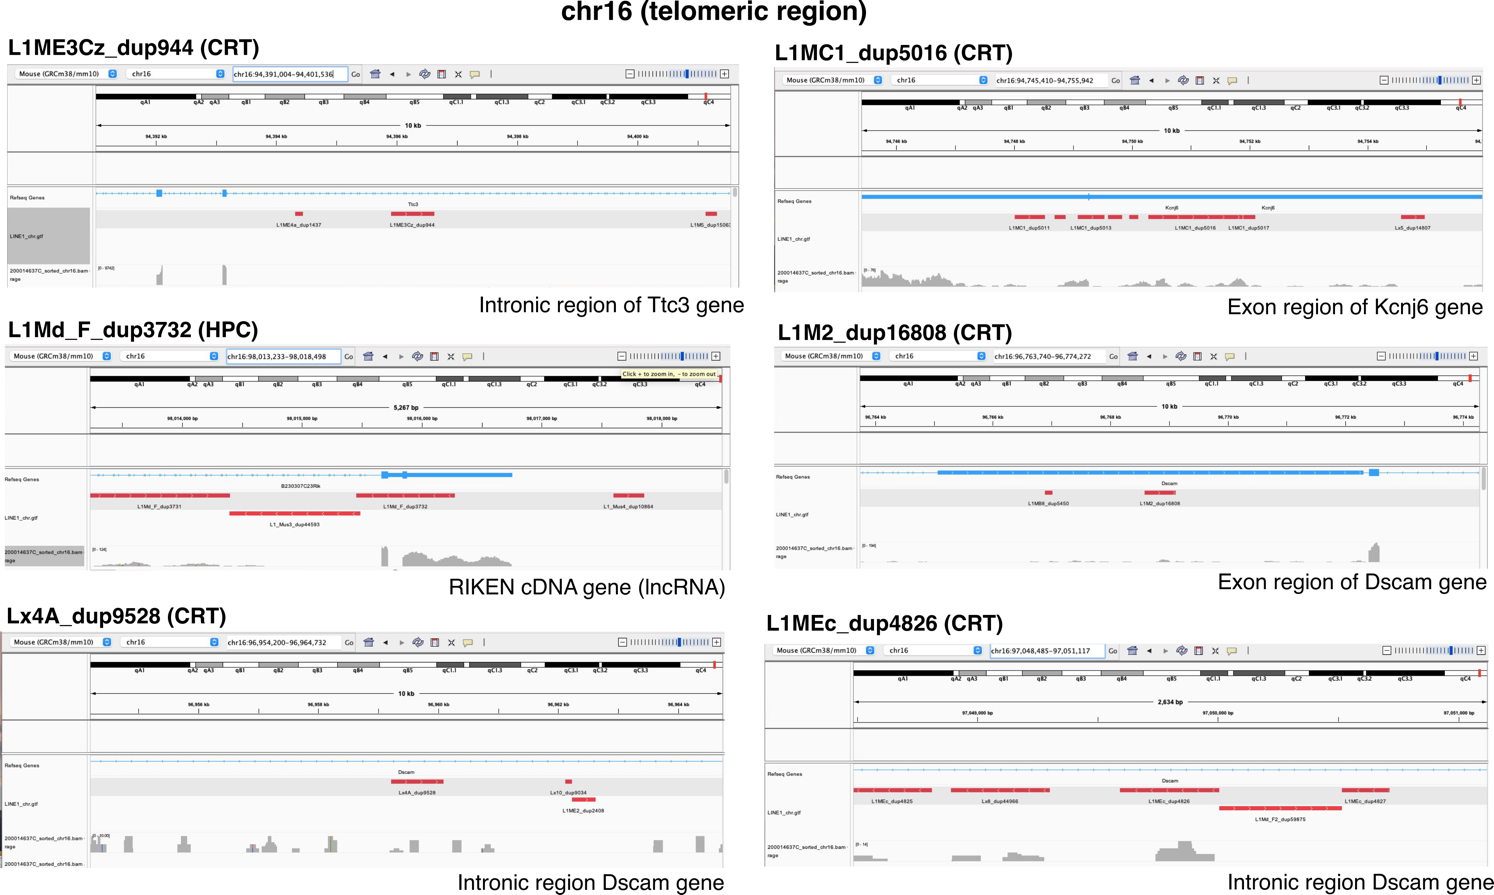
**

**
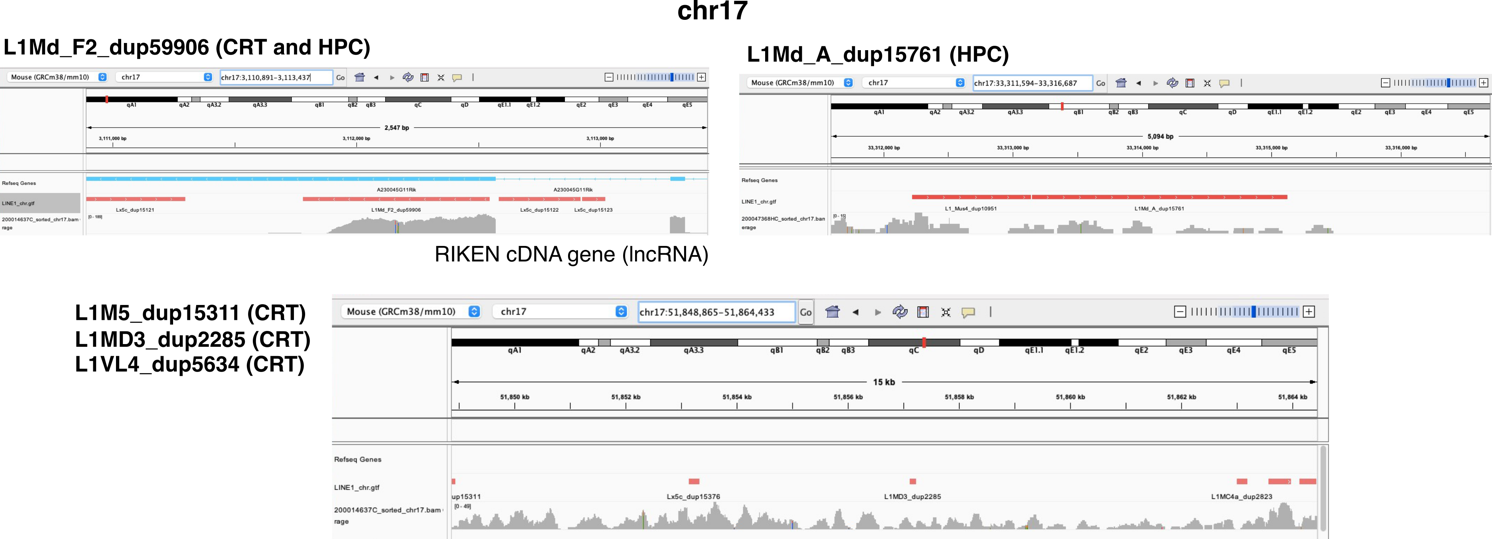
**

**Figure S6. Chromosome location (MMU 16 and 17) of LINE1s in the comparison TS-t vs. WT-nt.** IGV overview showing the sequence alignment (gray), reference gene (light blue) and LINE1 (red) annotation in the corresponding chromosome region in the cortex and hippocampus.

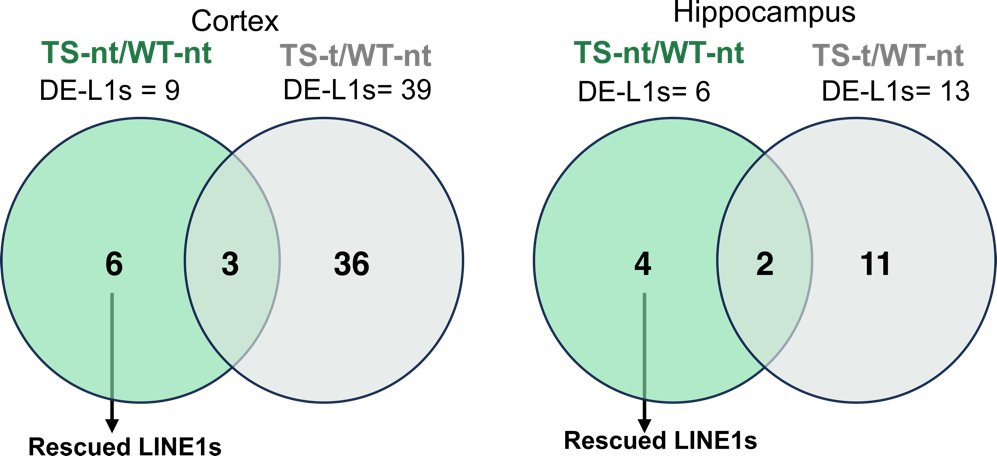

**Figure S7. Rescued LINE1s after lamivudine treatment in the cortex and hippocampus.** Venn diagrams showing LINE1s that were restored (rescued) after treatment with lamivudine (those altered by genotype that are not present in treated mice, and that correct their levels to WTs).

**
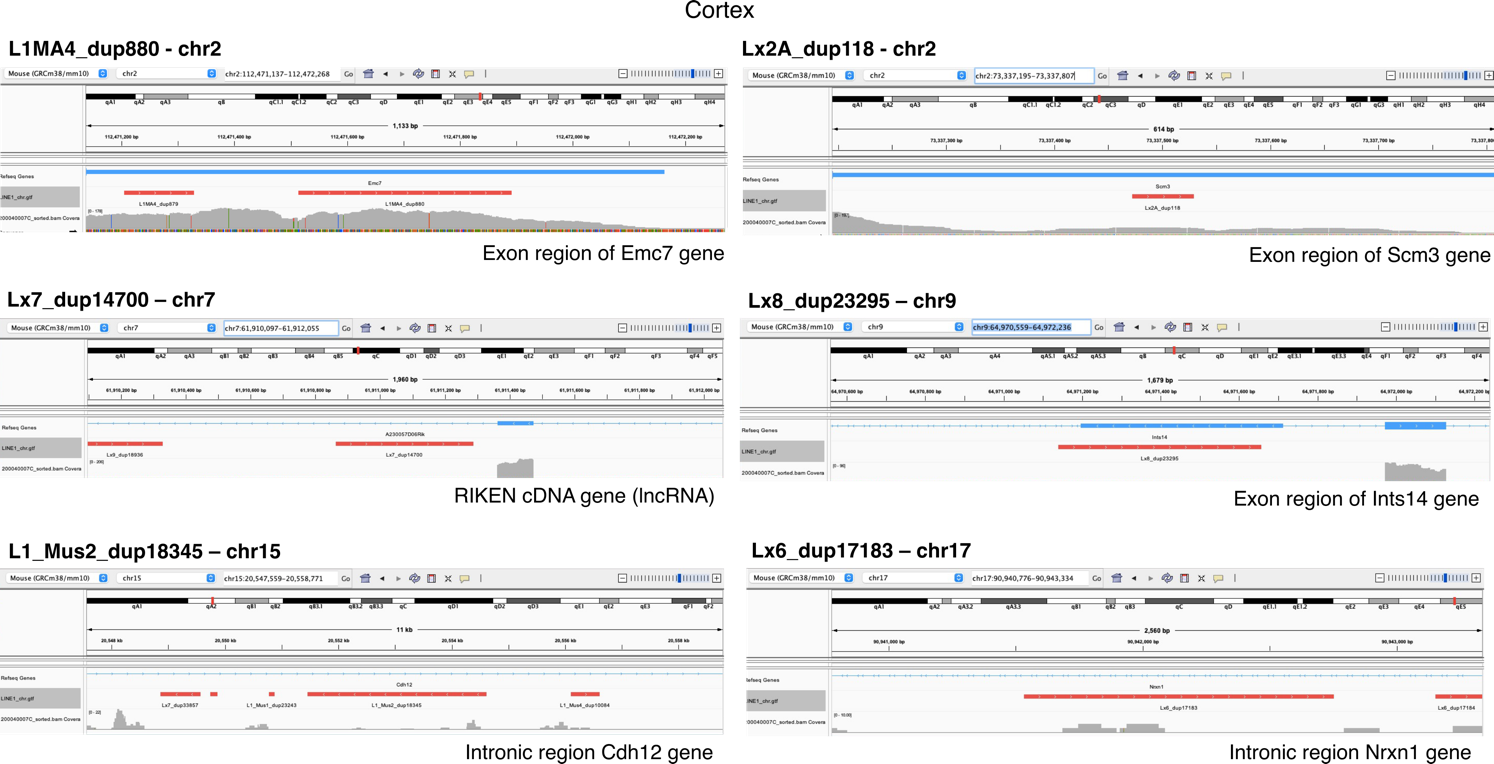
**

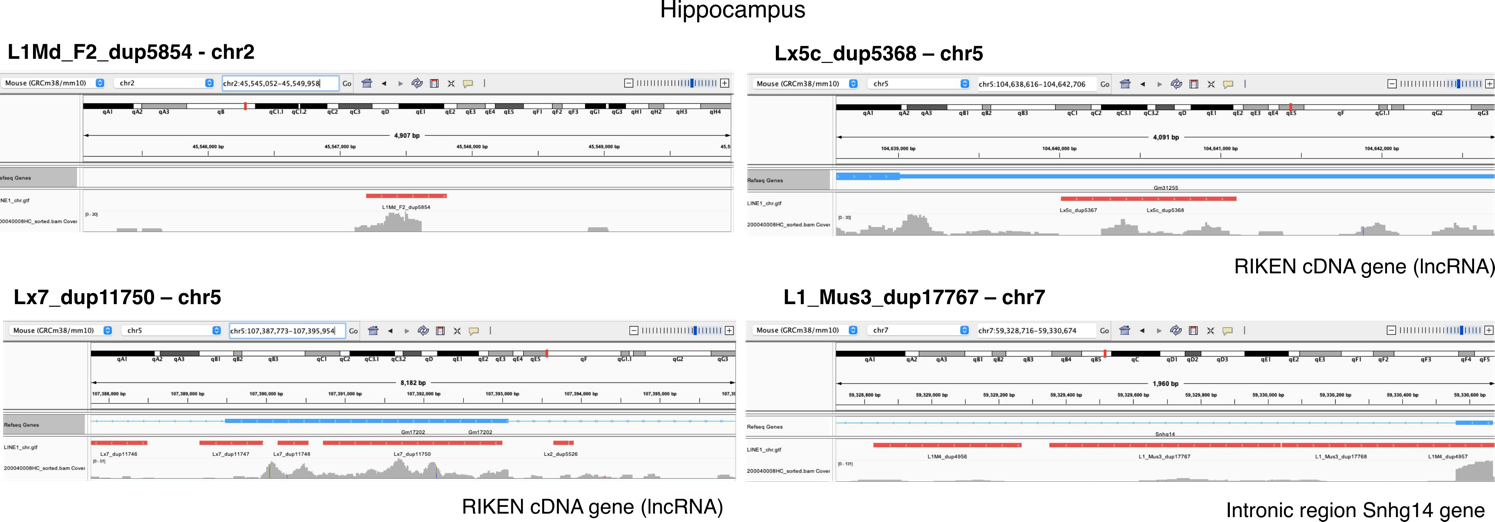

**Figure S8. Chromosome location of all LINE1s rescued after treatment with lamivudine.** IGV overview showing the sequence alignment (gray), reference gene (light blue) and LINE1 (red) annotation in the corresponding chromosome region in the cortex and hippocampus.

**Figure S9. Correlation analysis between senescence markers and rescued LINE1s.** Spearman rank correlations between senescence markers and rescued LINE1s (L1s) based on normalized expression levels (rlog). Color and size of the square represent the magnitude of the correlation. Significance is indicated by white asterisks (*p < 0.05; **p < 0.01; ***p < 0.001 after Benjamini–Hochberg adjustment for multiple comparisons).

**Figure S10. Correlation plot between senescence markers and DE LINE1s in TS-t/WT-nt.** Spearman correlations between senescence markers and DE LINE1s (L1s) in TS-t (vs. WT-nt) mice. Correlation analysis is based on normalized expression levels (rlog). Color and size of the square represent the magnitude of the correlation. Significance is indicated by white asterisks (*p < 0.05; **p < 0.01; ***p < 0.001 after Benjamini–Hochberg adjustment for multiple comparisons).

**
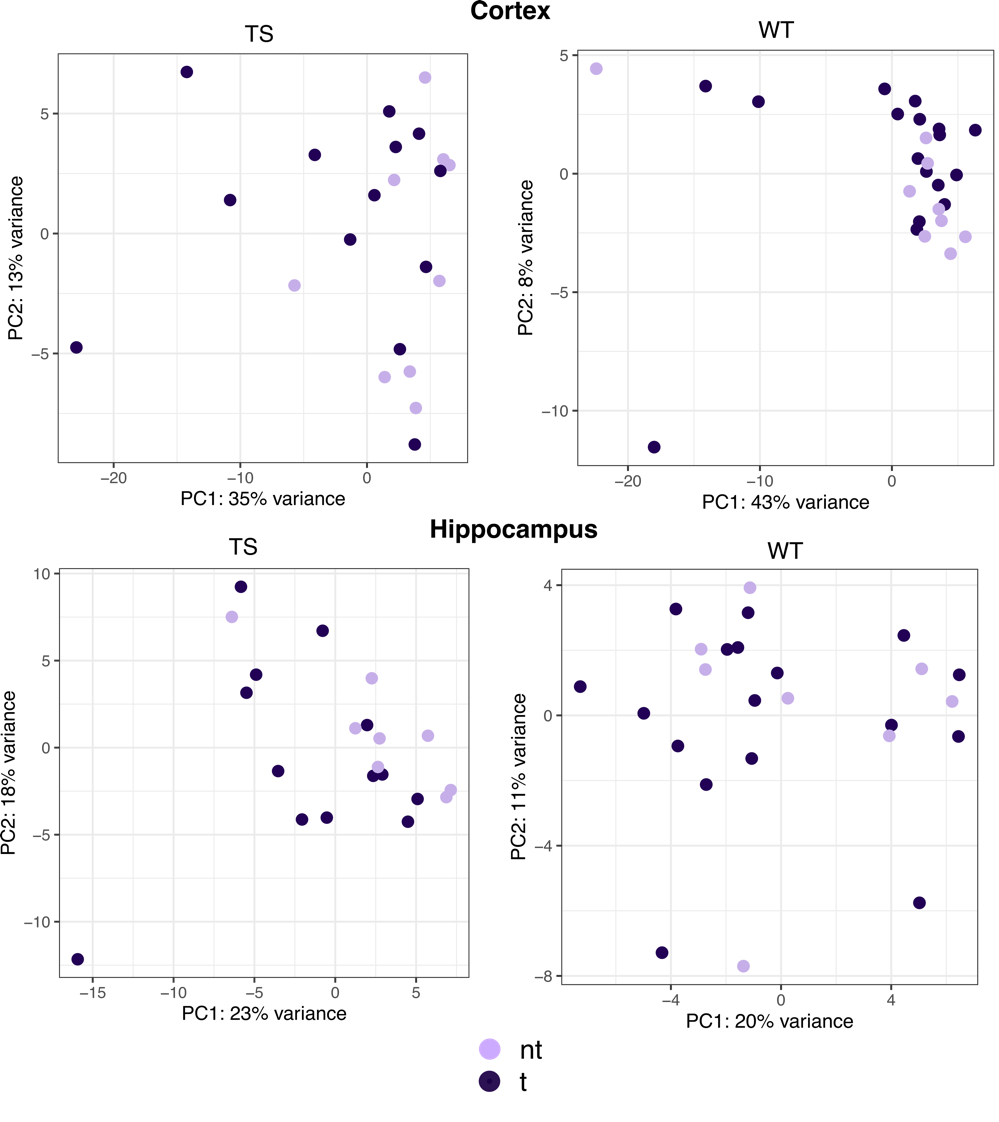
**

**Figure S11. Principal component analysis (PCA) by genotype and tissue.** PCA displaying sample clustering based on gene expression of mice groups treated (t) and not treated (nt) with lamivudine.

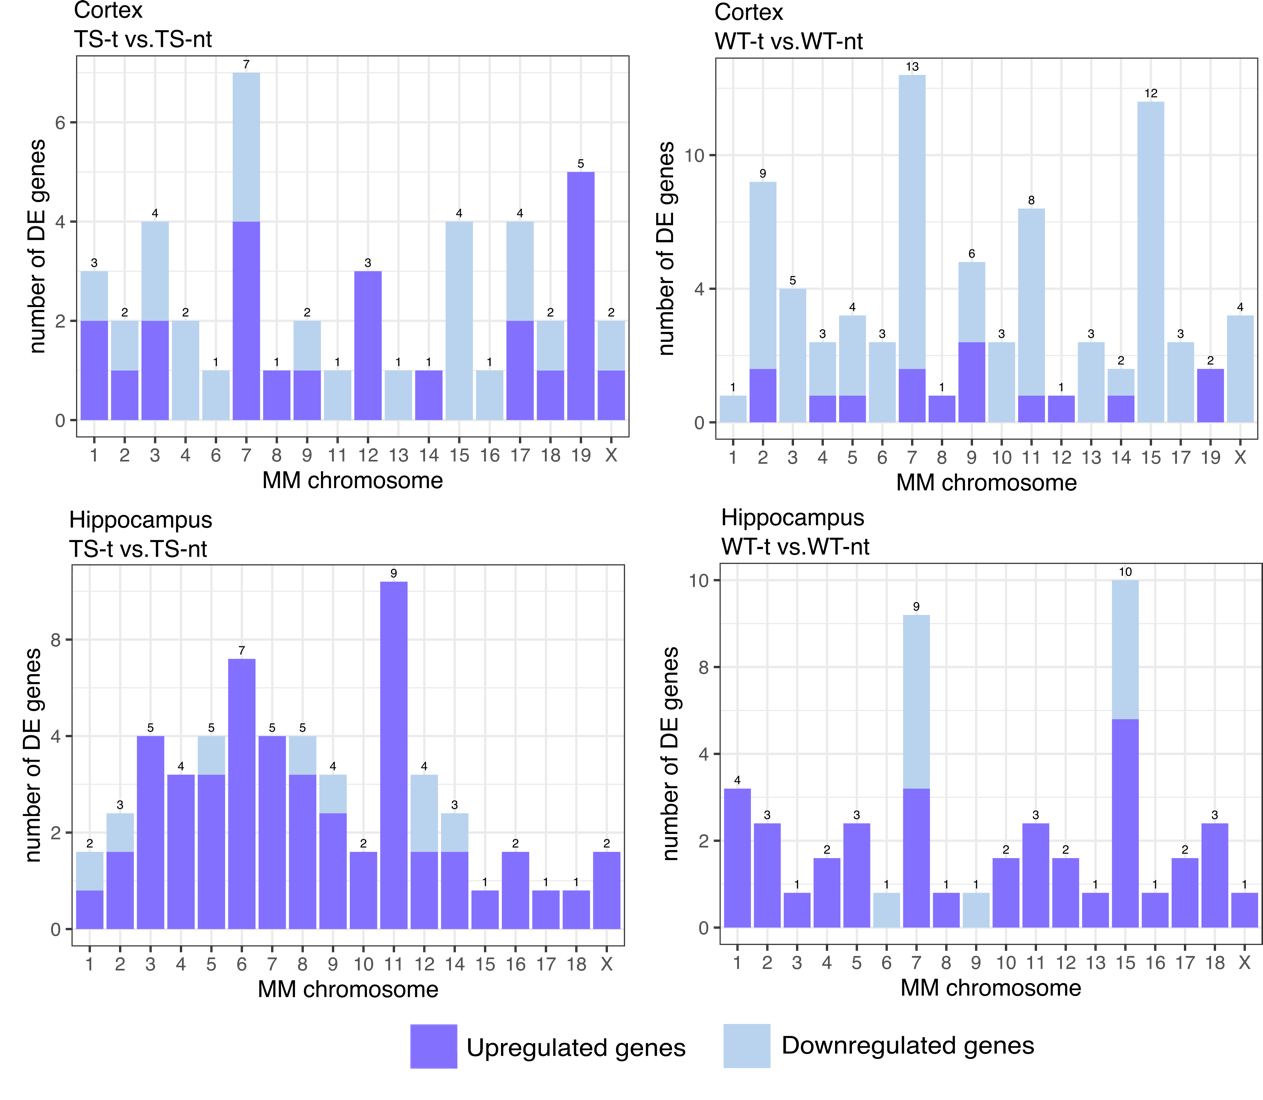

**Figure S12. Chromosome mapping of DE genes in comparison pairs for treatment effect assessment.** Barplot for the number of DE genes per mouse chromosomes mapping to their human orthologs in the cortex and hippocampus.

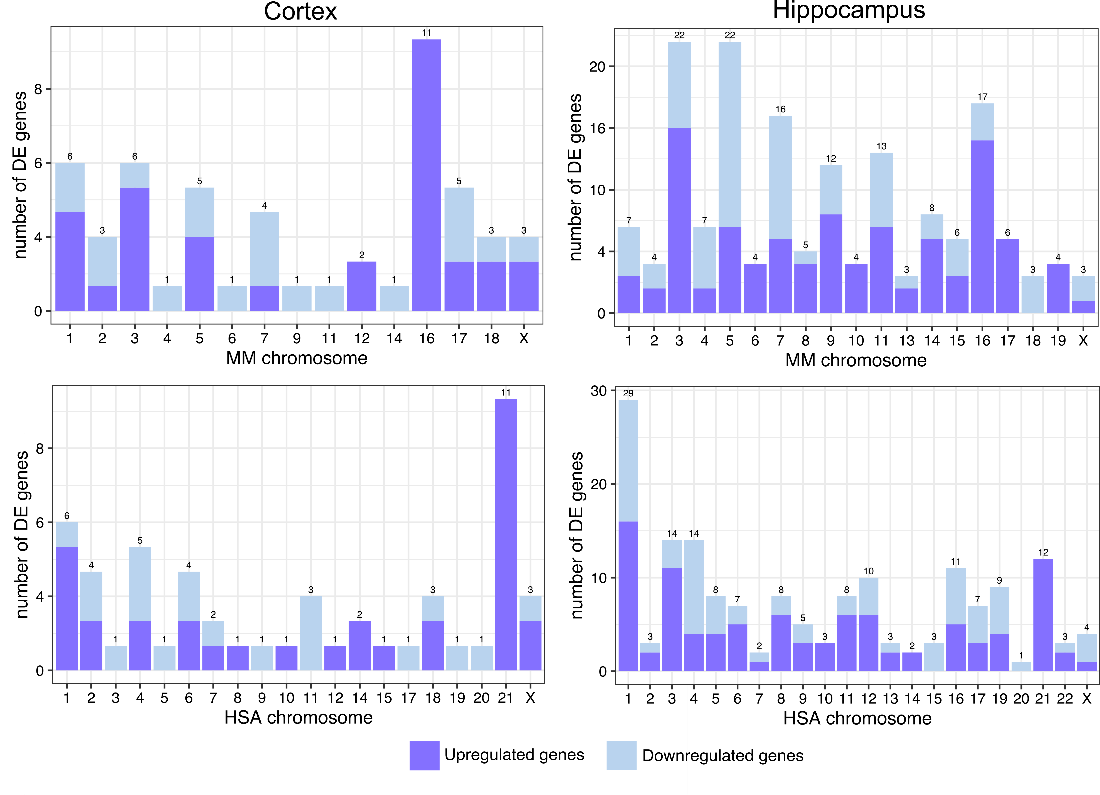

**Figure S13.** Barplot for the number of rescued genes per mouse chromosomes mapping to their human orthologs identified in cortex and hippocampus.

**
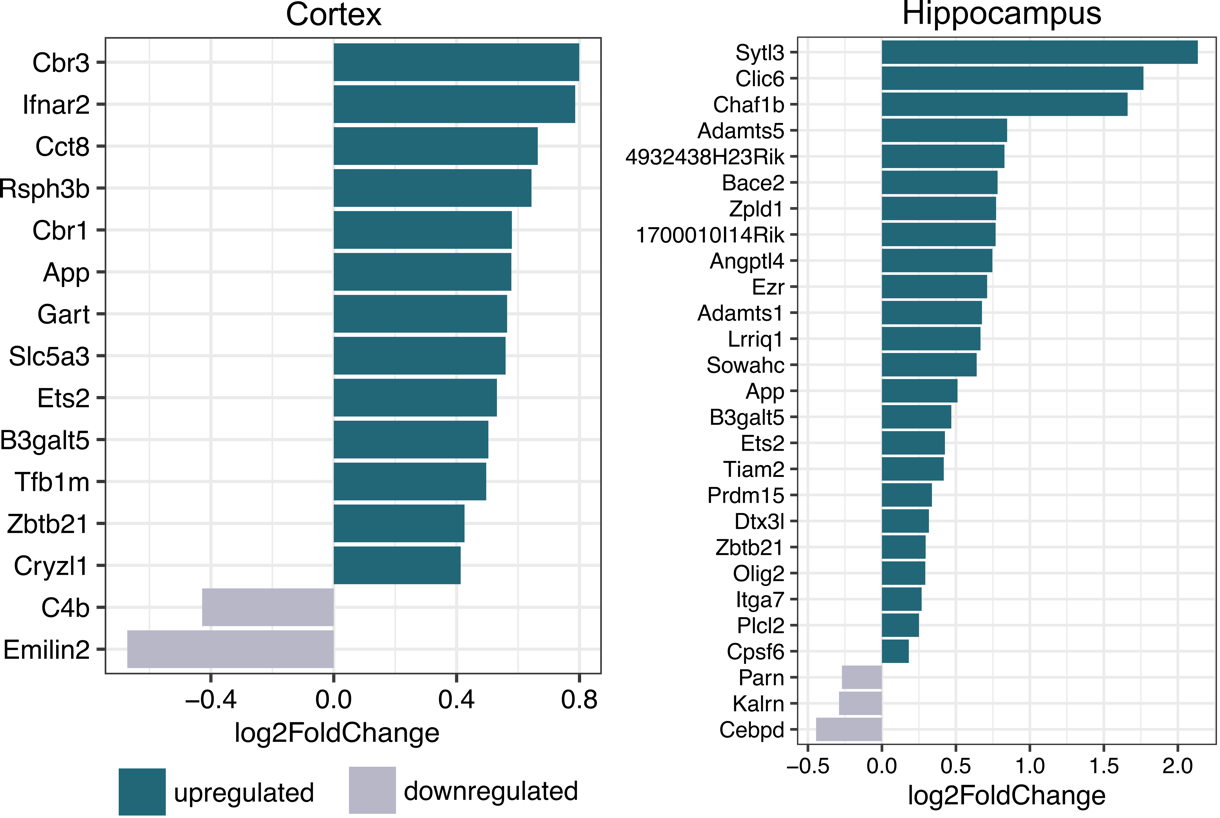
**

**Figure S14. Differential expression of rescued genes located in MMU10, 16 and 17.** Barplots showing rescued genes expression in the cortex and the hippocampus sorted by log2 fold change.

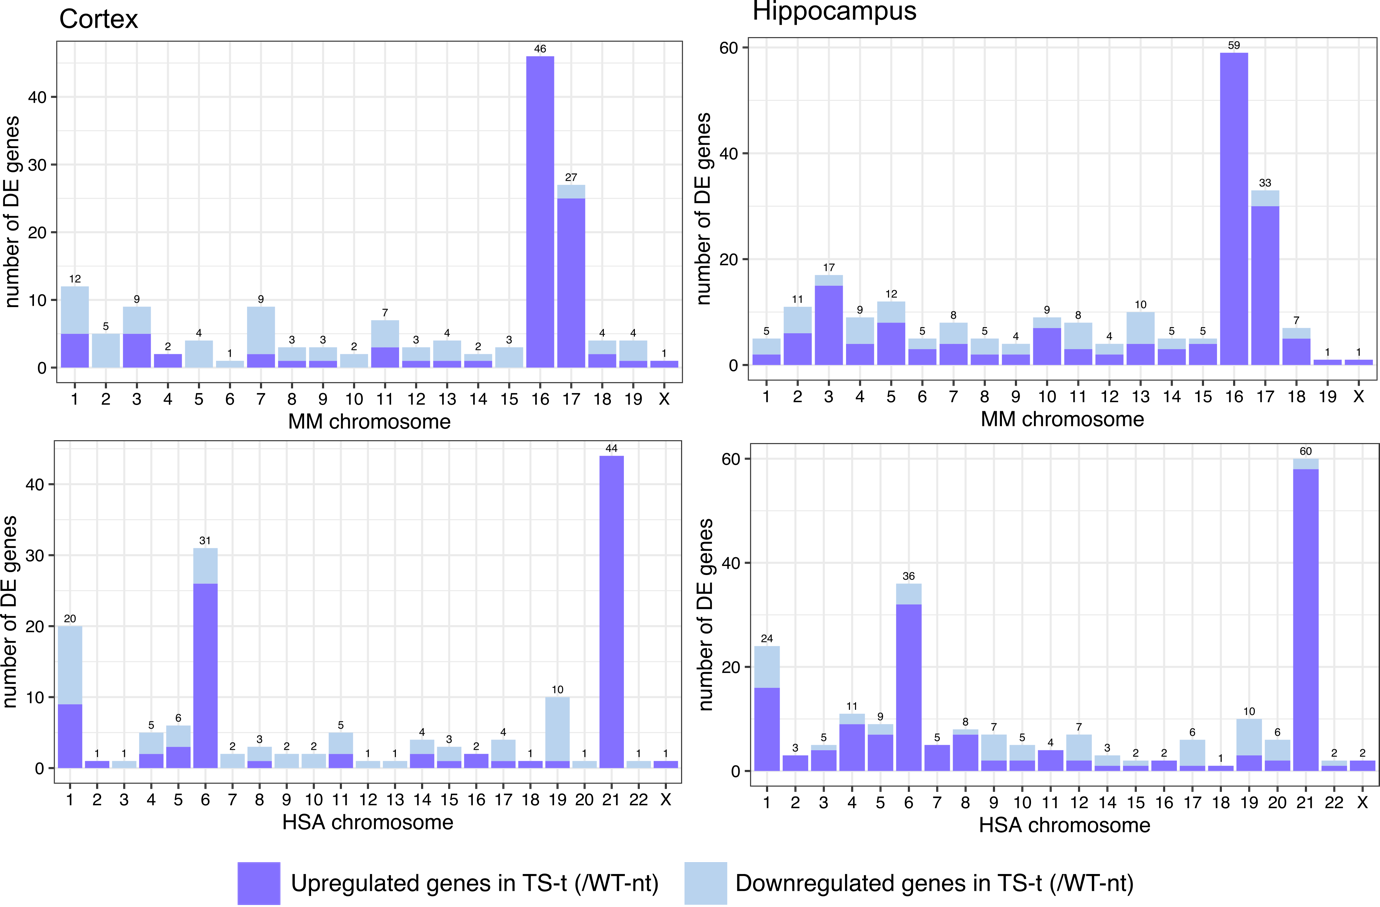

**Figure S15. Chromosome mapping of DE genes in the comparison between TS-t vs. WT-nt mice.** Barplot for the number of DE genes per mouse chromosomes mapping to their human orthologs in the cortex and hippocampus.

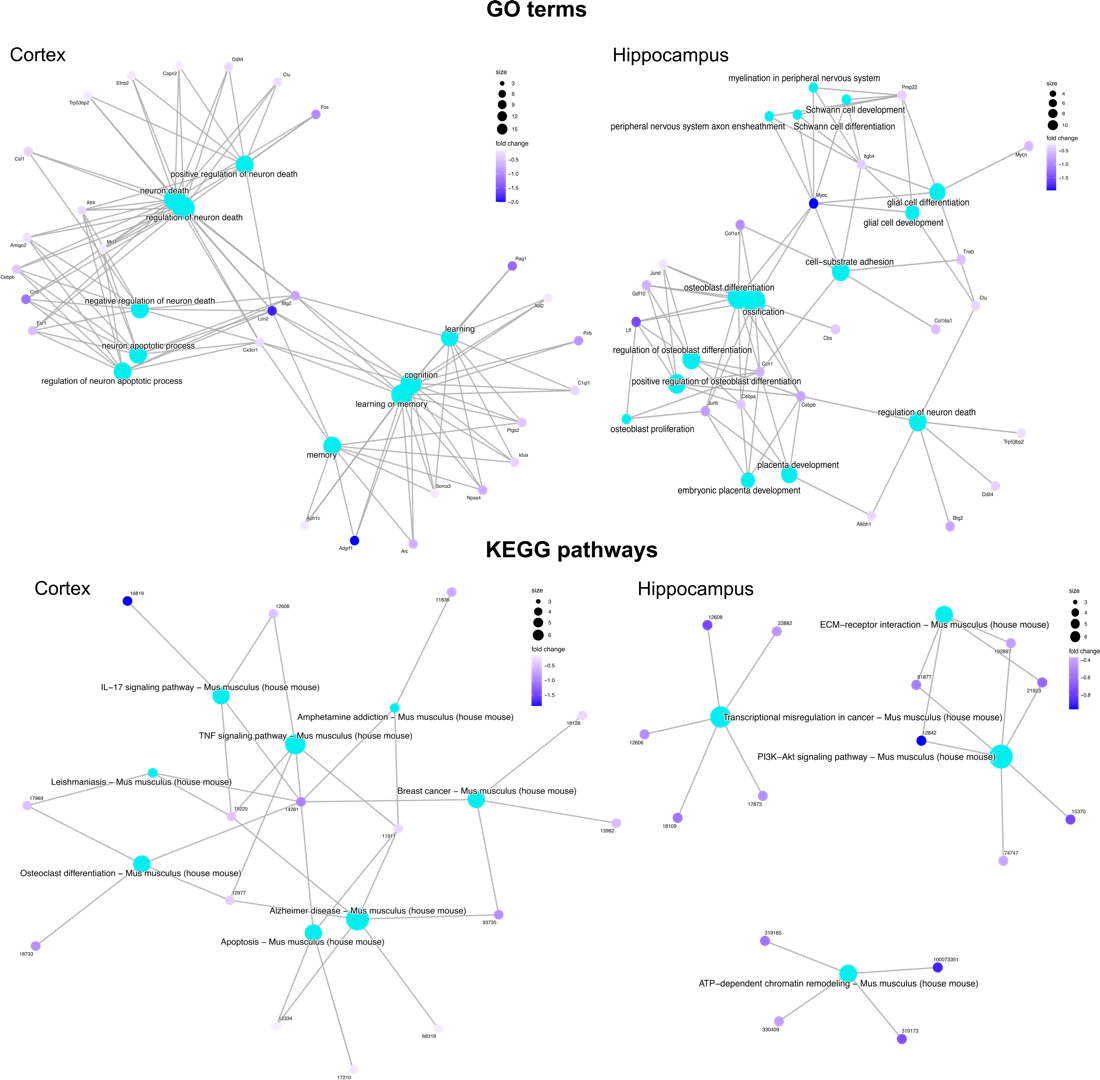

**Figure S16. Functional enrichment analysis of downregulated genes in TS-t vs. WT-nt mice.** Cnetplot showing linkages of downregulated genes and biological concepts identified as GO terms and KEGG pathways, represented as networks. Enriched functions and related genes are listed in Supplementary Table S5.

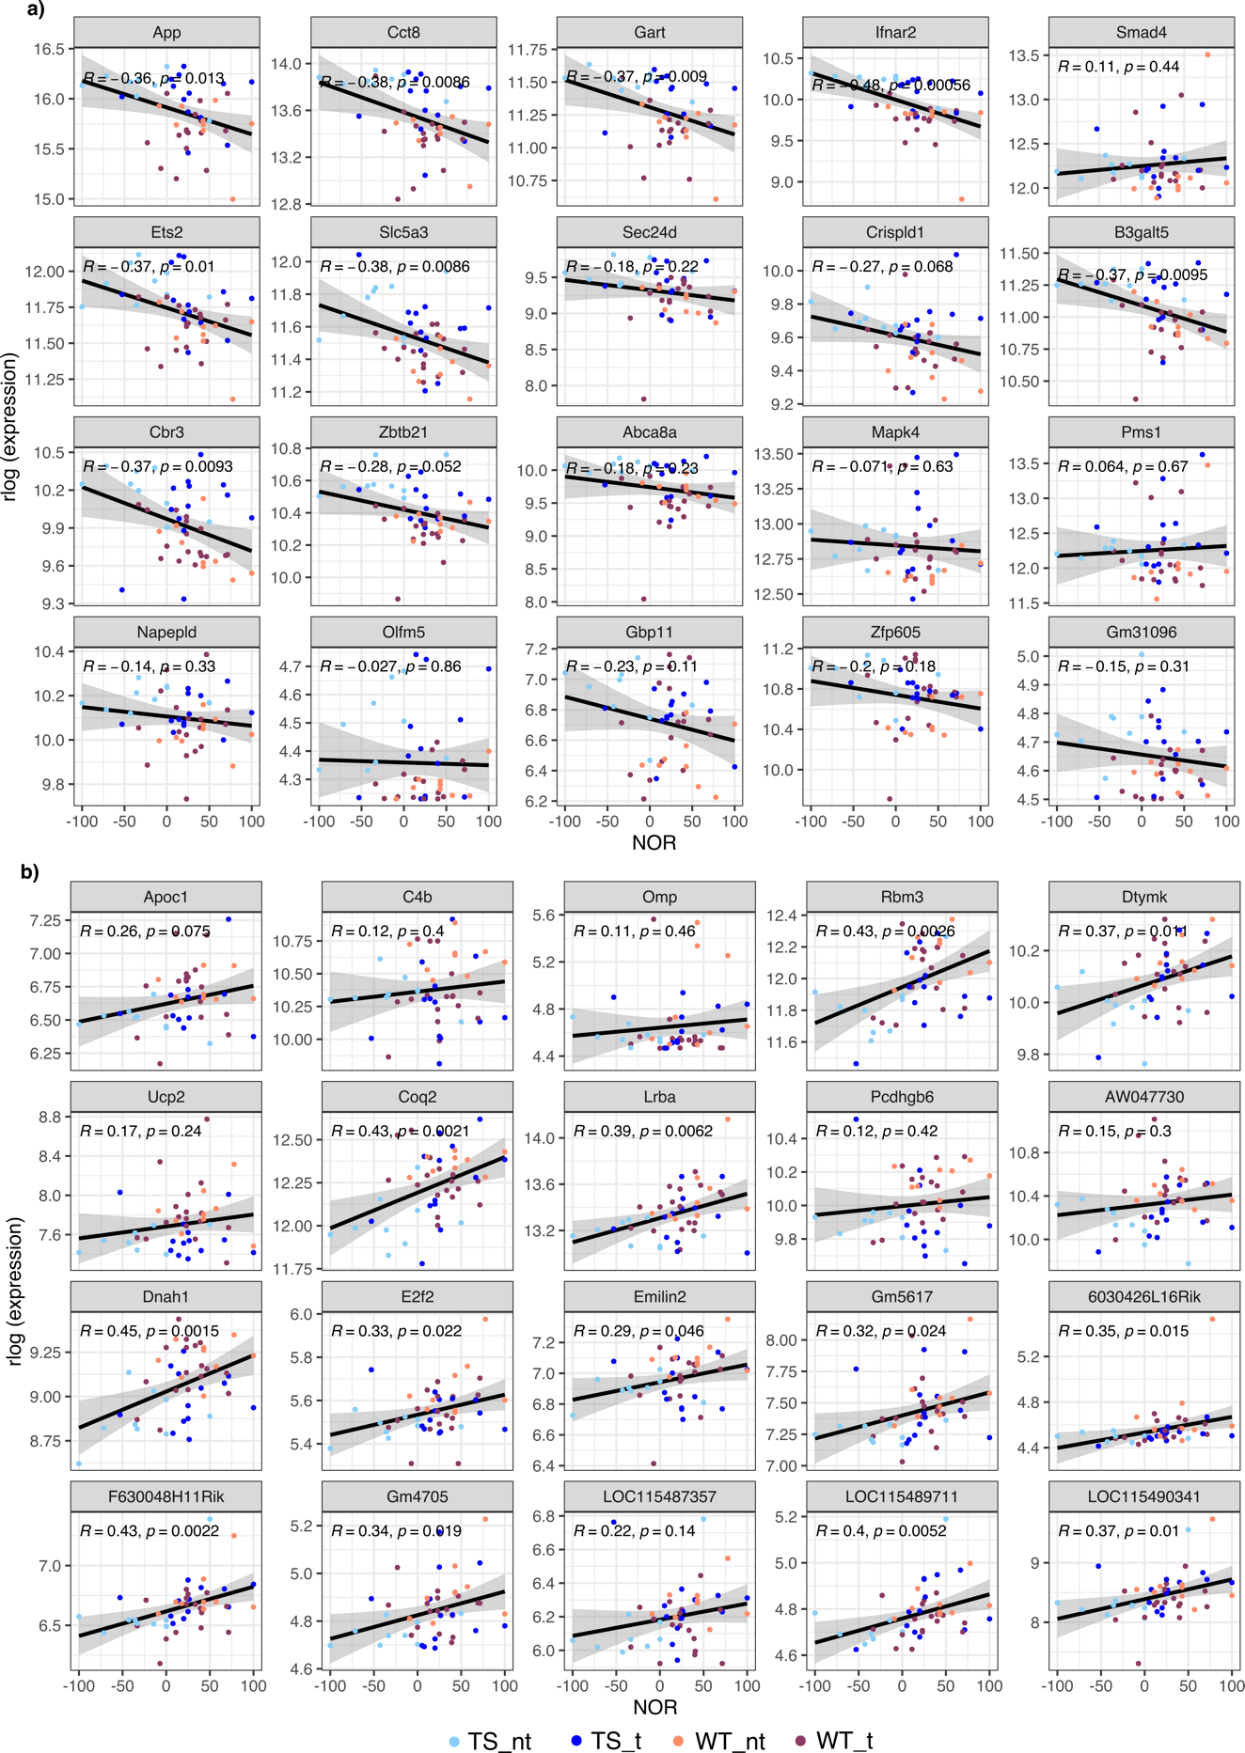

**Figure S17. Correlation between rescued genes and discrimination index for all mice groups in the cortex.** Scatterplot showing correlation between discrimination index at 4 months (NOR) and normalized expression (rlog normalized counts) of rescued genes across all mouse chromosomes. Top 20 most discriminant a) upregulated and b) downregulated rescued genes were represented (genes were sorted by adjusted p-value significance and fold change).

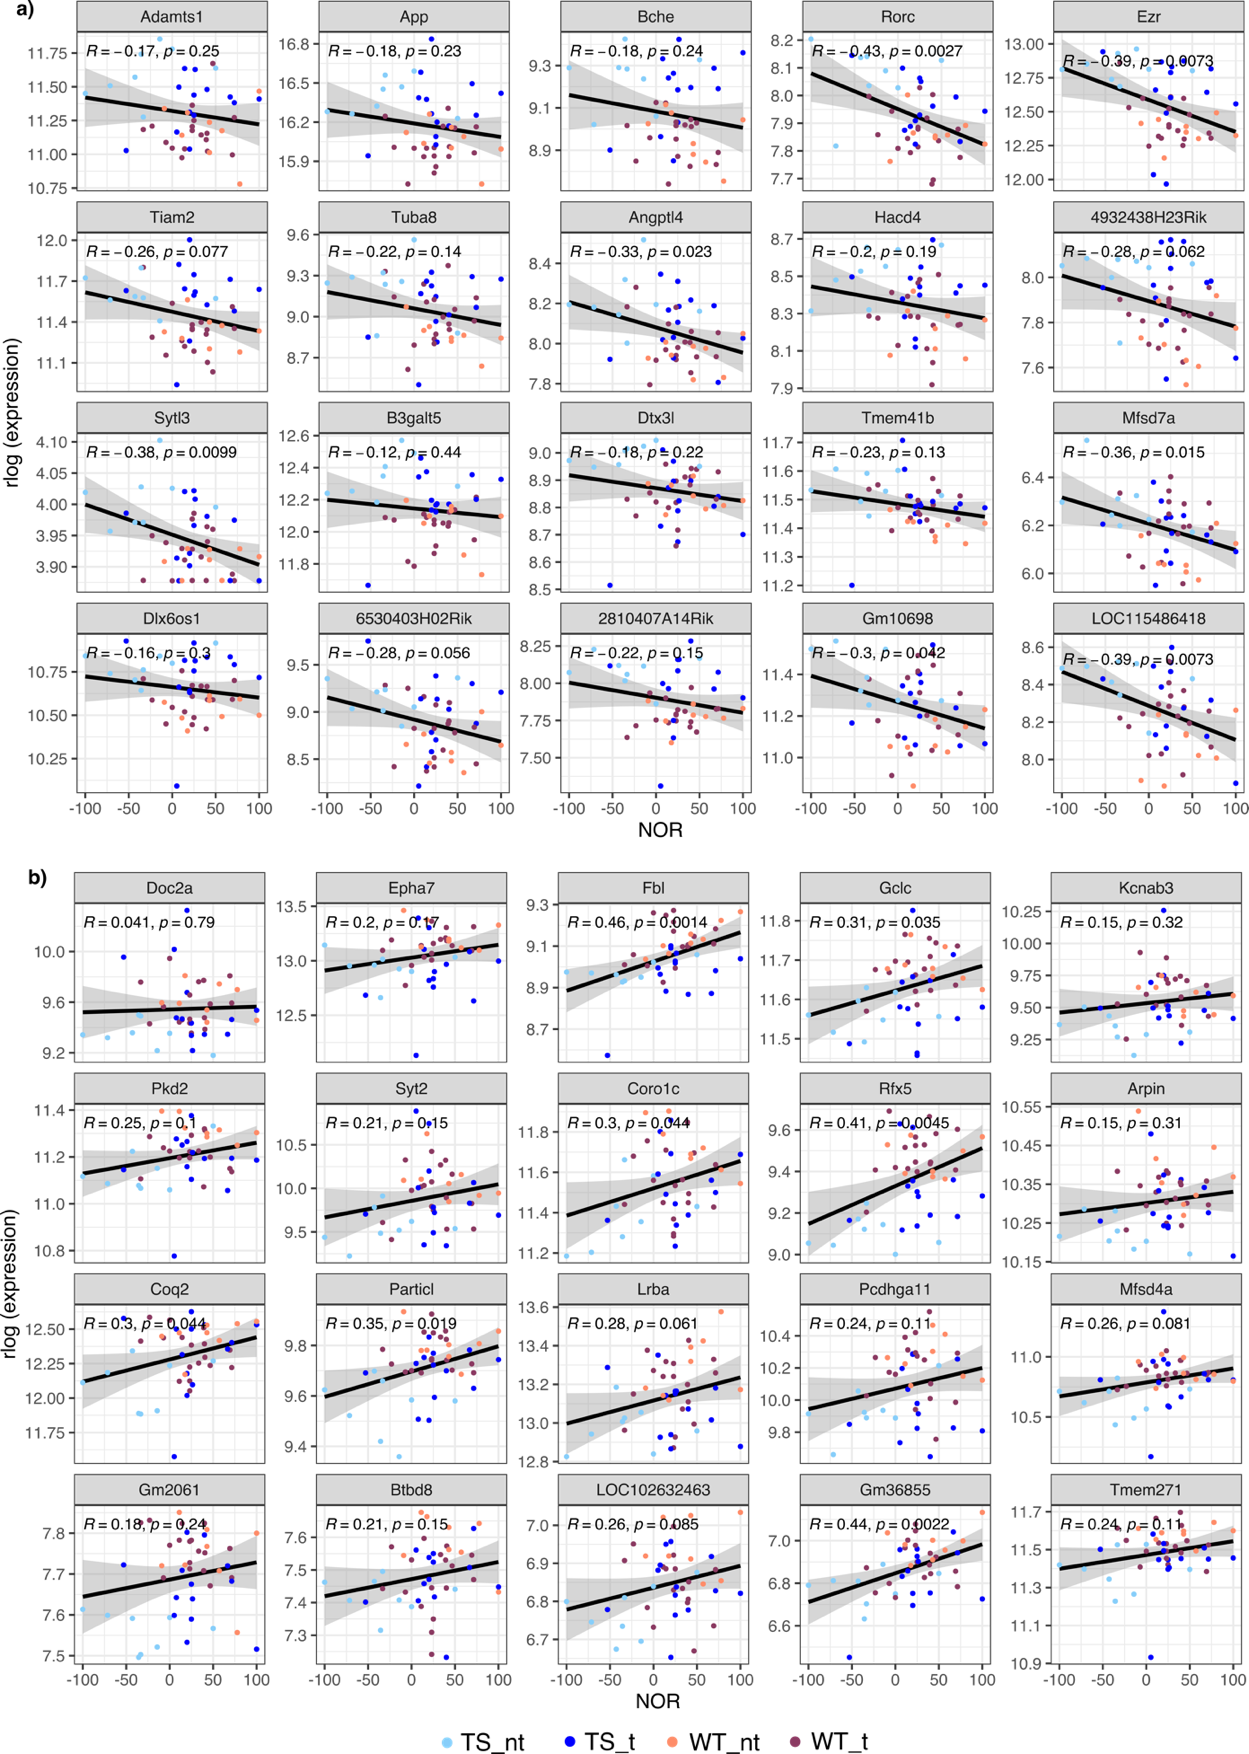

**Figure S18. Correlation between rescued genes and discrimination index for all mice groups in the hippocampus.** Scatterplot showing correlation between discrimination index at 4 months (NOR) and normalized expression (rlog normalized counts) of rescued genes across all mouse chromosomes. Top 20 most discriminant a) upregulated and b) downregulated rescued genes were represented (genes were sorted by adjusted p-value significance and fold change).

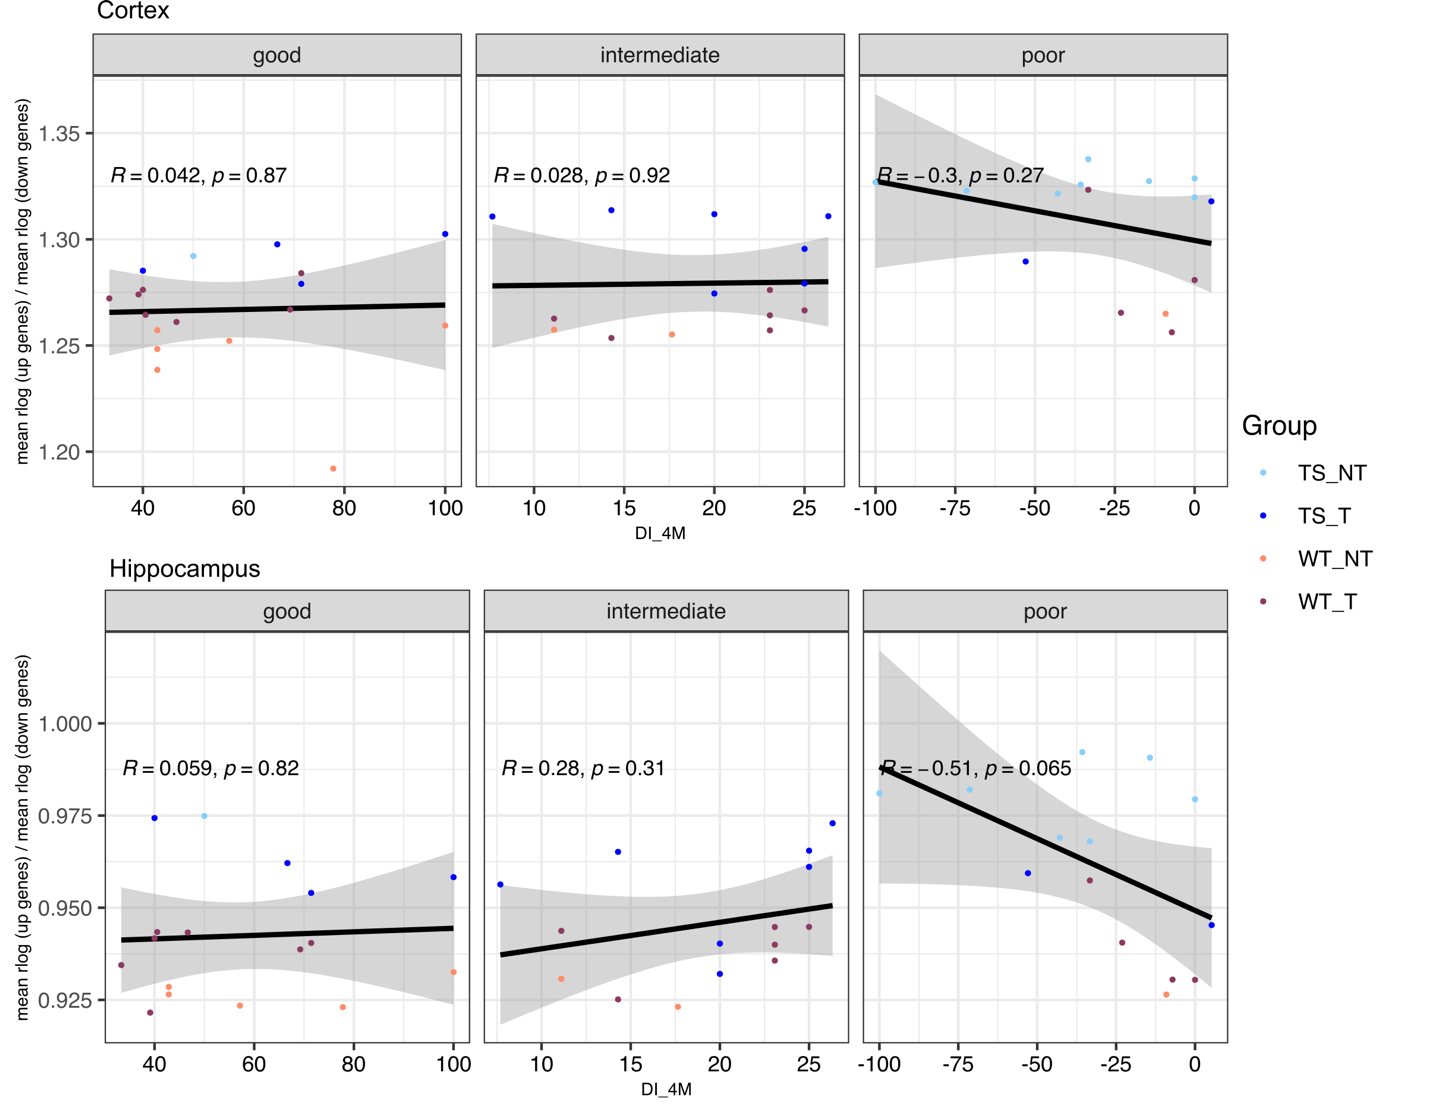

**Figure** **S19**. **Correlations between rescued gene ratio and discrimination index in mice stratified by learning performance.** Scatterplot showing Spearman’s correlations between discrimination index after 4 months of treatment (DI_4M) and rescued gene ratio (mean of normalized upregulated rescued gene expression / mean of normalized downregulated rescued gene expression, across all mouse chromosomes) in cortex and hippocampus of mice stratified by learning performance (DI_4M group mean ± 3 SEM).

How the deposited data were processed for this re-analysis (not part of the article)

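L1 expression was analyzed in 94 libraries of total RNA, 48 from cortex and 46 from hippocampus, of wild-type (WT) and Ts65Dn (TS) mice that were treated with lamivudine (-t) or non-treated (-nt). Cortex libraries were from 9 WT-nt, 17 WT-t, 9 TS-nt and 13 TS-t mice and hippocampus libraries from 8, 17, 8 and 13, and 46 mice had a library in both tissues. The counts are as deposited: the authors trimmed the reads with Trimmomatic, aligned them to GRCm38/mm10 with HISAT2 with up to 5 alignments per read, and counted them on single L1 elements of the RepeatMasker annotation with Telescope, without normalization. All values were whole numbers, library totals differed, and the 94 columns of the table were all used. Counts of genes and the total reads of each library were not used here, so that no value is given for the statements on genes, on senescence markers or on the share of L1 reads in the transcriptome. Positions of elements were taken from Table S2 and compared with the GENCODE annotation of GRCm38. The median change of all elements by chromosome, which was planned only if the table held positions, was not computed because it holds none.

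The sum of L1 counts of a library was between 186545 and 1165192 in cortex and between 178454 and 403378 in hippocampus, and the most abundant element held between 1.57% and 24.2% of it in cortex (median 3.74%) and between 2.17% and 8.09% in hippocampus (median 4.07%). Of the 430083 elements of the table, 41336 had no count in any library. In cortex 350407 elements had a count and 186107 had at least 10 counts over all libraries, and in hippocampus 270853 and 126067. Of the 60 elements of Table S2, 34 passed the filter in cortex and 31 in hippocampus. Each library was treated as a single mouse, as its label names 1 animal. The paper's methods also state that samples were pooled in groups of 3 per condition before the RNA was measured, and leave open whether the libraries were pools, in which case the numbers of mice and the spread given here would be those of pools. Values given as ± are standard deviations between libraries, and they include counting error.

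Elements were filtered with edgeR's filterByExpr (at least 10 counts, scaled to library size, in as many libraries as the smallest group, and at least 15 in total), normalized with TMM factors and tested with edgeR's quasi-likelihood test (estimateDisp, glmQLFit with robust fitting) in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. All 4 groups of a tissue were in the model, and 6 comparisons were tested: TS-nt vs. WT-nt, TS-t vs. WT-nt, TS-t vs. TS-nt, WT-t vs. WT-nt, TS-t vs. WT-t and the interaction of treatment and genotype. P-values were adjusted with the Benjamini-Hochberg method over the elements tested in a comparison, and the threshold was 0.1. A rescued L1 was one called in TS-nt vs. WT-nt and not called in TS-t vs. WT-nt, and the direct TS-t vs. TS-nt test is given beside it. Counts summed over the elements of a subfamily (the name before _dup) were tested in the same way. Permutation tests were two-sided, on differences of mean normalized CPM or of mean L1 totals, with every split enumerated where feasible and 100000 drawn otherwise (Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3). These comparisons, tests and thresholds, and the alternatives listed next, were fixed before the data were examined.

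The alternatives were DESeq2 1.42.0 with its Wald test and independent filtering, with the 4 groups in the model or only the 2 compared, DESeq2's size factors in edgeR, a filter of at least 10 counts in total, no filter, only the 2 groups compared in the edgeR model, an adjusted p-value below 0.05, the second threshold of the paper for the treatment comparisons, leaving out libraries more than 3 median absolute deviations from the median of the first principal component, limiting treated mice to those whose animal label begins with 20, and leaving out each WT-nt and TS-nt library in turn (34 libraries). For principal components they were a prior count of 0.5 and the 500 most variable elements, and for L1 totals ranks, a log2 scale and leaving out the most abundant element. The DESeq2 fits with 4 groups or only 2 were run on the elements that passed edgeR's filter. DESeq2 with every element of at least 10 counts was added after the results were seen.

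The elements named were set by a rule: every L1 listed in Table S2 or Figure 3, whose directions had been seen in the paper; in each comparison the 5 called elements with the smallest adjusted p-values that the paper does not list; and the subfamilies L1Md_T, L1Md_A, L1Md_Gf, L1Md_F, L1Md_F2 and L1Md_F3. Other elements named were chosen after their values were seen. The model was tested on simulated data with known 4-fold and 2-fold changes in 200 elements, where edgeR made between 3 and 7 wrong calls and DESeq2 between 17 and 24 per comparison, and neither made a call in a comparison without changes. No pair of libraries of a group held identical counts.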

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

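The tests of technical and biological explanations in this part were chosen only after the results were seen, while the comparisons of subfamilies and of single elements between groups were planned. A library was singled out when its gap to the nearest other library of its group, divided by the range of the group, was above Dixon's 95% critical value, 0.493 for 9 mice and 0.526 for 8. Chance alone puts about 1 in 20 groups beyond it. Of the 40 groups of the values reported, 12 were beyond it (30%), and of the groups of the listed elements, 26 of 120 in cortex (21.7%) and 32 of 120 in hippocampus (26.7%).

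Mouse 24 had an L1 total of 1165192 counts in WT-nt cortex against 355341 in the next mouse, a ratio of 0.910. Deeper sequencing as the whole cause is argued against, because it would leave shares unchanged, and 24.2% of the counts of this library lay on the elements tested, against 47.6% to 55.7% in the other 8 WT-nt cortex libraries. L1_Mm_dup4871 fell to 480 CPM in it, against 1357 in the next mouse. A few elements taking many of the counts are argued against, since 50% of the counts lay on the 9464 most abundant elements, against 2177 to 5274 in the other 8 libraries, while the most abundant element held 7.48%. The library had 22.1 counts per element with a count, against 4.55 to 7.62 in the others. Only 2.07% of its counts lay on elements with 1 to 4 counts, where the median of cortex libraries was 24.0%. A property of the mouse stays open. Its hippocampus total of 240384 was the lowest of the 8 WT-nt mice (rank 1 from the lowest), but that library was unusual too: it had the fewest elements with a count of these mice, 21505 against 30369 in the next, the highest share on a single element of all hippocampus libraries, 8.09%, and 12.2% of its counts on elements with 1 to 4 counts, where the median was 23.1%. No biological explanation was tested.

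Mouse 27 had the highest L1 total in TS-nt cortex, 763030 counts against 325448 in the next mouse (ratio 0.867), and the most elements with a count, 132569 against 51212 in cortex (ratio 0.765) and 74670 against 39683 in hippocampus (ratio 0.639). Deeper sequencing is argued against as the whole cause, because at equal depth mouse 27 still had 73261 elements in cortex against 43126 in the next mouse, a ratio of 0.622. A fault of a single library is argued against by the hippocampus, where the ratio at an equal depth of 178454 counts was 0.540, from 54612 and 35815 elements. What stays open is a property of the mouse or of the RNA taken from it, such as its composition or carried-over DNA, which no value here decides.

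In TS-nt cortex, mouse 27 was also far above the other mice for 3 of the listed elements that are lower in TS-nt mice: L1_Mus2_dup18345 (144 CPM against 54.4, ratio 0.622), Lx7_dup14700 (76.7 against 24.5, ratio 0.681) and Lx6_dup17183 (291 against 134, ratio 0.595). Mouse 27 was the highest TS-nt mouse for 21.2% of the elements tested in cortex, where an equal share would be about 1 in 9, so the wider detection of elements in this mouse may account for these values. L1_Mus3_dup17767 was high in the same mouse in hippocampus (80.9 CPM against 35.8, ratio 0.557). Mouse 27 was the highest there for 12.7% of the elements tested, close to the 1 in 8 of an equal share. A share over all elements tested does not decide the question for a single one, so wider detection stays open for this element. No other explanation was tested for this element.

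Lx8_dup23295 was highest in mouse 26 in TS-nt cortex, with 6.80 CPM against 3.19 in the next mouse, a ratio of 0.5302. The value stands for 1 count in the library, so counting error at a few counts may account for it. No biological explanation was tested.

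Lx5c_dup5368 was high in hippocampus of mouse 43, a WT-nt mouse, with 425 CPM against 242 in the next (ratio 0.573). A property of the mouse is argued against by the cortex, where mouse 43 was at rank 5 of the WT-nt mice with 74.2 CPM. The lower level of this element in TS-nt hippocampus may reflect a difference between single mice, such as a strain variant: 33 mice had a count in both tissues, 0 in cortex alone, 4 in hippocampus alone and 9 in neither (Fisher's exact test, p = 6.49e-07). A difference between genotypes stays open beside it, since the same mice would also show it.

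Lx_dup7185, which the paper does not report, had a log2 fold change of 4.27 in TS-nt vs. WT-nt hippocampus, where the WT-nt mice had almost no counts. The single WT-nt library with counts, that of mouse 29 with 20.0 CPM against 0 in the others, gave a ratio of 1. In WT-nt cortex mouse 28 had 91.4 CPM against 12.0 in the next mouse, a ratio of 0.868. Trisomy alone is argued against, because WT-t mice had counts more often than WT-nt mice too, 13 of 17 against 1 of 8 libraries (Fisher's exact test, p = 0.00720). Treatment alone is argued against, because non-treated TS mice did as well, with 7 of 8 (Fisher's exact test, p = 0.0101). A lower depth of the WT-nt libraries is argued against by the 77.5 counts expected at the rate of TS-nt mice, against 3 observed. The data are consistent with a difference between single mice, such as a strain variant: 28 mice had a count in both tissues, 5 in cortex alone, 4 in hippocampus alone and 9 in neither (Fisher's exact test, p = 0.000758). Without mouse 29, Lx_dup7185 was also called in WT-t vs. WT-nt hippocampus, and without mouse 28 it was called in cortex in TS-nt vs. WT-nt, TS-t vs. WT-nt and WT-t vs. WT-nt.

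Of 133 subfamilies tested in cortex, HAL1_SS was higher in TS-nt mice (log2 fold change 0.64, adjusted p = 0.0540 from edgeR) and TS-t mice (0.58, adjusted p = 0.0718) than in WT-nt mice. DESeq2 called it in TS-t mice and not in TS-nt mice, where it called 20 other subfamilies, 5 higher and 15 lower, and L1MCa was called as lower in TS-t vs. WT-t by DESeq2 and with DESeq2's size factors in edgeR, and edgeR called it in neither without the 8 cortex libraries far along the first component. Of 100 splits of the mice, the real groups among them, 6 and 21 gave as many called subfamilies, so chance cannot be excluded. The difference rests on a single element, HAL1_SS_dup70, which held 96.1% of the counts. This is consistent with a change of a transcript at that position and not of a subfamily.

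Of 132 subfamilies tested in hippocampus, L1MC4 (log2 fold change 0.22, adjusted p = 0.0604 from edgeR) and L1MA8 (0.22, adjusted p = 0.0604) were higher in TS-nt than in WT-nt mice. In TS-t vs. WT-nt mice, L1MC4 was higher (0.23, adjusted p = 0.0167) and L1MDa lower (-0.18, adjusted p = 0.0939). As many called subfamilies were found in 5 of 100 splits for TS-nt vs. WT-nt, so chance cannot be excluded. For TS-t vs. WT-nt it was 4 of 100, below 0.05 but not adjusted over the comparisons, so chance stays open there too. The change of L1MC4 rests on L1MC4_dup2661, in an exon of 2900052N01Rik, since without this element it was 0.024 in TS-t vs. WT-nt. The largest element does not account for the size of the change of L1MA8, which had 0.20 without it (adjusted p = 0.328 from edgeR). The same holds for L1MDa, which had -0.18 without its largest element (adjusted p = 0.245 from edgeR). Neither was called without that element, and no other element was left out. A difference by genotype stays open for both. With only the 2 groups in the model, 0 subfamilies were called in either comparison. DESeq2 with 4 groups called 0 in TS-nt vs. WT-nt and L1MC4 and L1MDa in TS-t vs. WT-nt, and DESeq2's size factors in edgeR 0 and L1MC4. Both also called Lx and L1_Mur2 as higher in TS-t than in TS-nt mice, where edgeR gave 0.086 (adjusted p = 0.143) and 0.12 (adjusted p = 0.251) and called neither. Splits of the mice were not run for these 2.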

How the results depend on the processing

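The alternatives here were planned, except DESeq2 with every element of at least 10 counts, the random assignments under weak filters and leaving out mouse 27 for the L1 totals, which were chosen only after the results were seen. For all counts that follow, the cause of a change was not tested unless one is given.

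The separation of the groups stayed at 0 of 4 comparisons in each tissue under all its alternatives, and no difference of L1 totals was called. The sign of an L1 total difference reversed in 9 cases under the alternatives fixed beforehand and in 4 without mouse 27. On ranks in cortex, TS-t vs. WT-nt became 0.658 ranks and TS-nt vs. WT-t -2.804. Without the libraries far along the first component in cortex, TS-nt vs. WT-nt became 35841 counts, TS-t vs. WT-nt 14520, TS-t vs. TS-nt -21321 and WT-t vs. WT-nt 2608, which leaves out mouse 24 and keeps mouse 27. Without mouse 27 as well, TS-nt vs. WT-nt was -22521 and TS-t vs. TS-nt 37041, with their signs in all libraries, and TS-t vs. WT-nt stayed at 14520, WT-t vs. WT-nt at 2608, while TS-nt vs. WT-t became -25128. Without mouse 27 alone, TS-nt vs. WT-t became -20973. With treated mice limited to labels that begin with 20, TS-t vs. TS-nt became -7015 in cortex, and in hippocampus WT-t vs. WT-nt became 4023 and TS-nt vs. WT-t -5816.

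Weak filters moved the counts of DE L1s most. With every element of at least 10 counts, edgeR called 38700 L1s in TS-nt vs. WT-nt, 46478 in TS-t vs. WT-nt, 12765 in TS-t vs. TS-nt, 42469 in WT-t vs. WT-nt, 25166 in TS-t vs. WT-t and 16846 in the interaction in cortex, with 13728 rescued. In hippocampus it called 18265, 16964, 16879, 15955, 13378 and 15260, with 13592 rescued. Without a filter, the counts were 47277, 64311, 10433, 56035, 45425 and 14247 in cortex, with 20407 rescued, and 0, 18122, 17999, 13239, 25101 and 12430 in hippocampus, with 0 rescued. Random assignments of the mice gave such counts too. Of these 24 counts of DE L1s, 22 lay within the range of 5 random assignments and 1 below it, and 1 lay above it, that of TS-t vs. WT-nt hippocampus without a filter, where the range was 13692 to 17545. The random assignments gave medians of 25134 (at least 10 counts) and 30867 (no filter) calls in TS-nt vs. WT-nt cortex, and of 17055 and 0 in hippocampus. Under these filters 45 and 33 of the 68 listed pairs were called.

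DESeq2 with the 4 groups in the model called 18 L1s in TS-t vs. WT-nt, 1 in TS-t vs. TS-nt and 12 in TS-t vs. WT-t hippocampus, 37 subfamilies in cortex and 11 listed pairs. With only 2 groups it called 7 L1s in TS-t vs. WT-nt cortex, 5 in TS-nt vs. WT-nt, 10 in TS-t vs. WT-nt, 2 in TS-t vs. TS-nt and 10 in TS-t vs. WT-t hippocampus, 2 rescued there, and 15 listed pairs. On simulated data DESeq2 made more wrong calls than edgeR in each of the 4 comparisons with changes, and it also recovered between 66% and 79% of 4-fold changes, against 51% to 79%, and between 14% and 28% of 2-fold changes, against 8% to 25%. The simulated counts were drawn once per tissue from edgeR's own dispersions, so they do not rank the tools on the real data. DESeq2's size factors in edgeR gave 4 L1s in TS-t vs. WT-t hippocampus. DESeq2 with at least 10 counts called 0 (4 groups) and 1 (2 groups) in TS-nt vs. WT-nt hippocampus, 1 in TS-t vs. WT-nt with 2 groups, 0 rescued, and 2 listed pairs in each.

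Only the 2 groups compared in the edgeR model gave 0 L1s in TS-t vs. WT-nt hippocampus, 2 rescued, 0 subfamilies in hippocampus and 2 listed pairs. An adjusted p-value below 0.05 gave 0 in TS-nt vs. WT-nt hippocampus, 0 rescued and 2 listed pairs. Without the libraries far along the first component, 1 L1 was called in TS-t vs. WT-nt cortex, Lx2_dup14390, and 0 subfamilies in cortex. With treated mice limited to labels that begin with 20, 0 were called in TS-t vs. WT-nt hippocampus, with 3 rescued there and 1 in cortex, 1 subfamily in cortex, 0 in hippocampus and 2 listed pairs. This setting has fewer treated mice. The second threshold of the paper gave 12 L1s in TS-t vs. TS-nt and 18 in WT-t vs. WT-nt cortex, and 27 and 21 in hippocampus.

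Leaving out 1 library at a time gave 0 to 3 L1s in TS-nt vs. WT-nt, 1 to 4 in TS-t vs. WT-nt, 0 to 1 in WT-t vs. WT-nt and 0 to 1 rescued in hippocampus, and 0 to 1, 0 to 1 and 0 to 2 in cortex in the same comparisons, with 0 rescued. The other comparisons stayed at 0. A rescued L1, Lx_dup7185, remained only without mouse 27, and leaving out any of the 15 other libraries gave 0. In TS-t vs. WT-nt hippocampus, 4 were called without mouse 24, 26 or 40, and 1 without mouse 42, 43 or 45. In WT-t vs. WT-nt cortex, 2 were called without mouse 28 and 1, Lx3_Mus_dup1310, without mouse 25, 31, 34, 43 or 45. Listed pairs called ranged from 1 to 5.

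For the 41 comparisons of named elements, the direction was kept in 1138 of 1138 values under alternatives. A call was lost in 55 of these values and gained in 50. The elements were chosen on these same libraries, and most alternatives refit nearly the same mice, which favors a kept direction. In comparisons of groups not used to choose them, 10 of 15 pairs listed for TS-nt vs. WT-nt and 35 of 52 listed for TS-t vs. WT-nt kept it. Depth limits these results: 40 of the 68 listed pairs had enough counts to be tested.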

Differences from the paper's values

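Each comparison and alternative was planned, except that DESeq2 with every element of at least 10 counts, the random assignments, the means of log2 values and the choice of mouse 27 from the libraries left out in turn were chosen only after the results were seen. The text of the paper does not give the filter on low counts or the groups held in its model, and the authors' code on Github, which may give both, was not used here. The filter moved these counts, to 38700 in TS-nt vs. WT-nt cortex with every element of at least 10 counts. The planned DESeq2 fits tested only elements that passed edgeR's filter, so they are not a rerun of the paper's method.

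In TS-nt vs. WT-nt cortex the paper reports 9 DE L1s, and edgeR called 0. None of the 8 alternatives fixed beforehand reached the paper's value: DESeq2 with 4 or with 2 groups, DESeq2's size factors, only 2 groups in the edgeR model, an adjusted p-value below 0.05 and leaving out the libraries far along the first component each gave 0, and the 2 weaker filters gave 38700 and 47277 calls. In hippocampus the paper reports 6, and edgeR called 3. Of the 8 alternatives, DESeq2 with only 2 groups came close to the paper's value, with 5, and it called L1Md_F2_dup5854, which the paper lists and edgeR did not call.

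In TS-t vs. WT-nt cortex the paper reports 39 DE L1s, and edgeR called 0. None of the 9 alternatives reached it. Those with DESeq2 tested only elements that passed edgeR's filter, which 16 of the 39 did. DESeq2 with only 2 groups called 7, among them the listed Lx3C_dup1451, Lx2_dup14390, L1Md_T_dup5917 and L1MC1_dup5016, and edgeR without the libraries far along the first component called 1, the listed Lx2_dup14390. In hippocampus the paper reports 13, and edgeR called 2. DESeq2 came near the paper's value, with 18 with the 4 groups in the model and 10 with only 2, and the other 7 alternatives did not. DESeq2 with every element of at least 10 counts and 4 groups called 2, Lx8_dup1602, which the paper lists, and L1Md_F2_dup59906. Without mouse 24, 26 or 40 edgeR called 4. Of the 68 listed pairs, edgeR called 4, DESeq2 11 (4 groups) and 15 (2 groups), and the weaker filters 45 and 33, where random assignments of the mice also gave many calls.

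In WT-t vs. WT-nt hippocampus the paper reports 1 DE L1, Lx8_dup1602, and edgeR called 0. None of the 10 alternatives gave 1. Leaving out mouse 29 gave 1, but this was Lx_dup7185.

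The paper reports 6 rescued L1s in cortex, and edgeR gave 0; none of the 9 alternatives reached 6. For hippocampus the paper reports 4, and edgeR gave 1. Limiting treated mice to labels that begin with 20 gave 3, which were L1_Mm_dup4871, L1Md_F2_dup59906 and Lx_dup7185, but none of these is among the 4 that the paper lists, so only the count came near. DESeq2 with only 2 groups gave 2, Lx7_dup11598 and L1Md_F2_dup5854, and the paper lists the latter as rescued. Only 2 groups in the edgeR model also gave 2, neither of them listed as rescued, and the 6 other alternatives fixed beforehand did not come near 4.

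Of the 15 bars of Figure 3A, 12 were within 1 standard error of the values here and 3 were beyond it, of which 1, Lx6_dup17183, was beyond 2 standard errors. L1_Mus2_dup18345 had a log2 fold change of -1.18 (standard error 0.635), where the paper shows about -2.3 in Figure 3A, read by eye. None of the 8 alternatives reached it. Without mouse 27 it came within 1 standard error, and the log2 ratio of its mean CPM moved from -1.25 to -1.96 (standard error 0.515). Lx6_dup17183 had -0.84 (standard error 0.452), where the paper shows about -2.0 in Figure 3A, read by eye. None of the 8 alternatives reached it, and without mouse 27 it was -1.39, still beyond 1 standard error. Lx7_dup14700 did not pass the filter, and the log2 ratio of its mean CPM was -1.49 (standard error 0.728), where the paper shows about -2.8 in Figure 3A, read by eye. None of the 3 alternatives reached it, and without mouse 27 the ratio was -2.31 (standard error 0.589), within 1 standard error. As a difference of means of log2 values of CPM + 1, a scale chosen after seeing the values, L1_Mus2_dup18345 had -2.69 and Lx7_dup14700 -2.58, both within 1 standard error, and Lx6_dup17183 -1.18, beyond it. On this scale 12 of the 15 bars were within 1 standard error again, since Lx8_dup23295 and Lx5c_dup5368, listed by the paper, fell beyond it. With CPM + 3 it was 10 of 15, with -2.15 for L1_Mus2_dup18345, within, and -2.005 for Lx7_dup14700, beyond.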

Other observations

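The comparisons TS-t vs. WT-t and the interaction were planned, as were the subfamilies named here, and all other tests of this part were chosen only after the results were seen. In cortex, edgeR called 0 L1s in TS-t vs. WT-t, with 106 at an unadjusted p-value below 0.05, and 0 in the interaction of treatment and genotype, with 60. In hippocampus it called 0 in each, with 167 and 132, and the smallest adjusted p-values were 0.185 and 1.00. DESeq2 with the 4 groups in the model called 0 in TS-t vs. WT-t cortex and 12 in hippocampus, and 0 in the interaction in both tissues.

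Mice were assigned to groups 100 times, at random except that the real groups counted as 1 of the 100. The counts of calls were compared with those of the real groups. In hippocampus, 1 of 100 splits, the real groups themselves, gave at least the 3 L1s called in TS-nt vs. WT-nt. This argues against chance at 0.05, without adjustment over the comparisons. For the number of 2 called in TS-t vs. WT-nt, 6 of 100 splits gave at least as many. For the rescued L1 it was 9 of 100, so chance cannot be excluded for these numbers. The 2 elements themselves, L1_Mm_dup4871 and L1Md_F2_dup59906, were also higher in TS-nt than in WT-t hippocampus, in mice that TS-t vs. WT-nt does not use (exact permutation p = 0.000435 and 0.00065, adjusted p = 0.0113 for each), and in cortex (exact permutation p = 0.000591 and 0.0014), which argues against chance for these 2. Where 0 elements or subfamilies were called, 100 of 100 splits gave as many by construction, which says nothing about chance. At an unadjusted p-value below 0.05, between 10 and 81 of 100 splits gave as many L1s as the real groups in the 6 comparisons of each tissue, so chance cannot be excluded for these counts. The medians over the splits were 68 in TS-nt vs. WT-nt cortex, against 82, and 119 in hippocampus, against 171.

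The 8 cortex libraries far along the first component had labels beginning with 18 more often than the others (4 of the 7 cortex libraries with such labels were among them, against 4 of the 41 without, Fisher's exact test, p = 0.0100), so a batch that follows the label, which need not be a library batch, is a candidate explanation. The most abundant element held 12.0% of their counts on average against 3.71% in the other cortex libraries (permutation p = 5.00e-05), so a few elements taking many of the counts is another. It is argued against for mice 2 and 24, where 50% of the counts lay on the 7641 and 9464 most abundant elements, against a mean of 3410 (SD 1860) in the 40 cortex libraries that lie closer; this test and its limit of 1 SD above the mean were chosen after seeing the values, and mouse 27, among the 40, had 11887. A property of the mouse, or of the handling of its tissues, is a candidate explanation as well, since the hippocampus libraries of these 8 mice lay lower on the first component of hippocampus than those of the other mice (means -14.5 and 3.05, permutation p = 0.00597). None of the 3 excludes another.

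For L1Md_F2_dup59906, 20 of the 26 protein-coding genes within 4 Mb of its listed position are upregulated in the paper's tables, so an extra copy of the listed position is a candidate explanation for its higher counts in TS mice. For L1_Mm_dup4871 it was 0 of 67 (Fisher's exact test, p = 2.16e-15), and the nearest such gene was 4538583 bp away, which argues against an extra copy of the listed position of this element. Reads from another copy of this element were not tested.

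Table S2 lists elements in comparisons with the WT-nt mice, so its 15 pairs of element and tissue for TS-nt vs. WT-nt were compared in the groups not used to choose them. In TS-t vs. WT-t mice, 10 of 15 had the listed direction and 4 an unadjusted p-value below 0.05, all of L1Md_F2_dup59906 (permutation p = 0.0161 in cortex and 0.00038 in hippocampus) and L1_Mm_dup4871 (permutation p = 0.00327 and 0.00149). Of the other 11 pairs, 6 had the listed direction in TS-t vs. WT-t mice, none of them with an unadjusted p-value below 0.05 (smallest permutation p = 0.224), and 11 of 11 had the listed direction in WT-t vs. WT-nt mice, where genotype is the same. A difference of the WT-nt libraries from every other group is a candidate explanation for these 11, and choosing elements on the WT-nt mice may give the same pattern by itself. The 52 pairs listed for TS-t vs. WT-nt were compared in TS-nt vs. WT-t mice, where 35 had the listed direction, 7 with an unadjusted p-value below 0.05 and 6 with an adjusted p-value below 0.1. Those 6 were L1_Mm_dup4871 and L1Md_F2_dup59906 in both tissues, and in cortex L1ME3Cz_dup944 at Ttc3 (exact permutation p = 0.00309, adjusted p = 0.0321) and L1M5_dup15311 (exact permutation p = 0.00740, adjusted p = 0.0641), and the other was Lx4A_dup9528 at Dscam (exact permutation p = 0.0161, adjusted p = 0.120). All 7 are upregulated, and of the 16 downregulated pairs 8 had the listed direction, 0 with an unadjusted p-value below 0.05. In WT-t vs. WT-nt mice, 51 of the 52 had the listed direction.

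Over the 46 mice with both tissues, 46 of 3722 elements had a correlation between tissues above 0.7 within groups. With mice shuffled within groups the highest number was 2 in 99 shuffles, so chance pairing is argued against. It was 48 within group and beginning of the label, which argues against a batch that follows the label. Labels do not give library batches, so this test does not exclude a batch of another kind. Without the mice of the 8 outlying cortex libraries the number was 64, which argues against these libraries. The median absolute correlation among the elements was 0.125 in cortex, which argues against a shared batch that moves many together. A difference between single mice, such as strain variants, may account for them, and carried-over DNA was not tested. Of the listed elements tested, 1 of 31 was among them.

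The subfamilies L1Md_T, L1Md_A, L1Md_Gf, L1Md_F, L1Md_F2 and L1Md_F3 were not called by edgeR in any comparison. In TS-nt vs. WT-nt, their log2 fold changes were -0.52, -0.23, -0.26, -0.093, -0.23 and -0.25 in cortex and -0.035, -0.042, 0.070, 0.11, -0.026 and 0.034 in hippocampus, in this order. Without the 8 cortex libraries far along the first component, which include that of mouse 24, the cortex values were -0.020, -0.023, 0.019, 0.12, -0.067 and -0.11. The size of the lower values in cortex thus rests largely on these libraries. For L1Md_F2 the smaller change had a smaller error too, with a standard error of 0.020 against 0.092 with all libraries. Its unadjusted p-value from edgeR was 0.0015 against 0.016, and it was not called (adjusted p = 0.132 from edgeR). DESeq2 with 4 groups called L1Md_F2 in TS-nt vs. WT-nt cortex as 1 of 20 subfamilies, and L1Md_A and L1Md_F2 in the interaction as 2 of 15.

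Of the 13 different elements listed for TS-nt vs. WT-nt, 4 had a change that differed between the 2 tissues of the same mice at an adjusted p-value below 0.1 (exact permutation test, 8 against 8 mice). Lx8_dup23295 and Lx8_dup2917 were lower in cortex, with log2 differences of -3.67 and -3.21 between the tissues (exact permutation p = 0.0159 and 0.00870, adjusted p = 0.0687 for each). L1_Mus3_dup17767 and Lx7_dup11750 were lower in hippocampus, with 2.60 and 0.64 (exact permutation p = 0.0159 and 0.0260, adjusted p = 0.0687 and 0.0843). These are differences of means of log2 values of CPM + 1, and the added constant sets part of their size. With CPM + 3, the cortex change over all mice moved from -3.66 to -2.74 for Lx8_dup23295 and from -3.31 to -2.56 for Lx8_dup2917. The hippocampus change moved from -2.45 to -2.19 for L1_Mus3_dup17767 and stayed near -0.65 for Lx7_dup11750. Each was listed for the tissue with the larger change, and this choice by itself favors such a difference.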
